# Dynamic differentiation of F4/80+ tumor-associated macrophage and its role in tumor vascularization in a syngeneic mouse model of colorectal liver metastasis

**DOI:** 10.1038/s41419-023-05626-1

**Published:** 2023-02-13

**Authors:** Ting Qiao, Wanli Yang, Xiangchuan He, Ping Song, Xiao Chen, Ruijie Liu, Jian Xiao, Xiaoli Yang, Mingqi Li, Yudan Gao, Guoan Chen, Yi Lu, Jian Zhang, Jing Leng, Huan Ren

**Keywords:** Cancer microenvironment, Tumour angiogenesis, Metastasis, Kupffer cells

## Abstract

Tumor-associated macrophages (TAMs) are highly heterogeneous and play vital roles in tumor progression. Here we adopted a C57BL/6 mouse model imitating the late-stage colorectal liver metastasis (CRLM) by Mc38 colorectal cancer cell injection via the portal vein. With serial sections of CRLM biopsies, we defined 7–9 days post-injection as the critical period for tumor neovascularization, which was initiated from the innate liver vessels via vessel cooption and extended by vascular mimicry and thereof growth of CD34^+^cells. In samples with increasing-sized liver metastases, the infiltrated Ly6C^+^ CD11b^+^ F4/80^−^ monocytes steadily gained the expression of F4/80, a Kupffer cell marker, before transformed into Ly6C^−^ CD11b^int^ F4/80^+^ cells, which, the same phenotype was also adapted by Ly6C^−^ CD11b^−^ F4/80^+^ Kupffer cells. F4/80^+^ TAMs showed proximity to neovascularization and tumor vessels, functionally angiogenic in vivo; and greatly promoted the activation of a few key angiogenic markers such as VEGFA, Ki67, etc. in endothelial cells in vitro. Depletion of macrophages or diversion of macrophage polarization during neovascularization impeded tumor growth and vascularization and resulted in greatly reduced F4/80^+^ TAMs, yet increased CD11b^+^ cells due to inhibition of TAM differentiation. In summary, our results showed dynamic and spatial–temporal F4/80^+^ TAM transformation within the tumor microenvironment and strengthened its role as perivascular and angiogenic TAMs in CRLM.

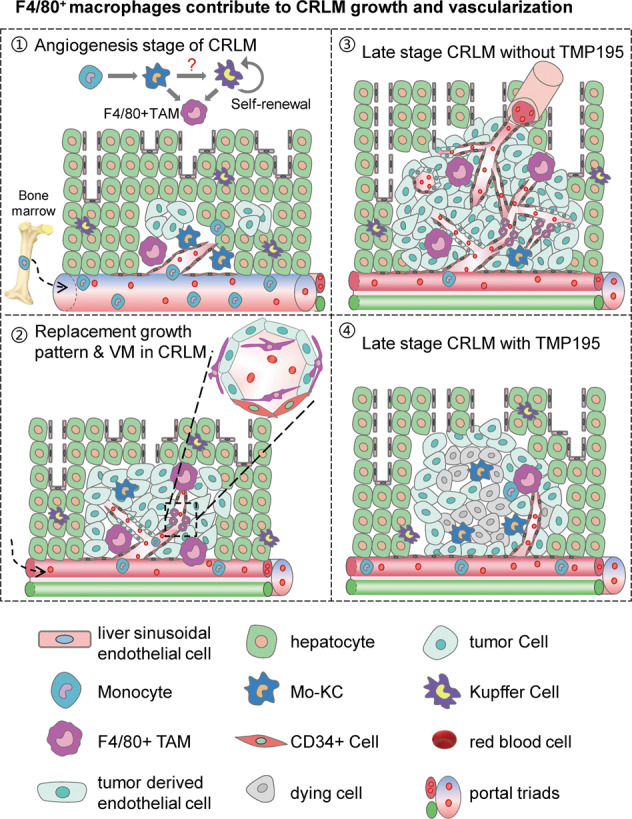

## Introduction

Approximately half of the patients with colorectal cancer (CRC) develop colorectal liver metastases (CRLM), which result in poor prognosis and high mortality [1, 2]. The liver is unique among organs in that it receives blood with differing compositions via both systemic circulation and hepatic portal circulation, which allow the liver cells to perform vital digestive and metabolic functions [2, 3]. The metastatic CRC cells mostly enter the liver via the portal vein; their interactions with the tumor microenvironment play a vital role throughout the disease [3, 4]. Thus, the unique hepatic architecture and immune-tolerant and/or -permissive microenvironment greatly contribute to the tropism for metastatic tumor cells to seed and form CRLM.

CRLM formation can be subdivided into four major stages including a microvascular stage of cancer cell intravasation and arrest in sinusoidal vessels; a pre-angiogenesis stage and an angiogenic stage to build up tumor vasculatures; and a growth stage in which CRLM expands rapidly to form big liver metastases [1, 5]. Among these, the angiogenic stage is an extremely pivotal time to aid the invasion of a growing tumor upon the cells and surrounding liver tissue and result in a series of histopathological growth patterns (HGPs) of CRLM [6, 7]. Vermeulen et al. described three distinct HGPs [7] including a desmoplastic HGP, where the metastases are separated from the liver structure and create their own supporting stroma. In a pushing HGP, where the liver plates at the interface are compressed but have increased angiogenic activity. As for a replacement HGP, the metastatic cells infiltrate and replace the hepatocytes and hijack the liver architecture by aptly adopting sinusoidal vessels, which is achieved mostly via a non-angiogenic process named ‘vessel co-option’ [8]. These HGP subtypes are mainly featured with varied degrees of tumor vasculature by sprouting angiogenesis and disparities in relevant cytokine profiles and immune infiltration, which suggests that different HGPs may reflect immune heterogeneity in the tumor microenvironment [1, 9, 10]. Traditionally, tumor angiogenesis marks the sprouting of new blood vessels lined with endothelial cells. However, Hendrix et al. found that tumor cells may actively create their own blood-delivering tubes and vessels forming a mini-circulatory system [11]. Other studies showed that not only tumor cells, but also other cells in the tumor environment can form tubular structures, such a phenomenon is termed vasculogenic mimicry (VM), which is directed to the high plasticity of the stromal, tumor microenvironment, tumor cells, and cross-talks between tumor and the immune system [12–14].

Kupffer cells, the liver-resident macrophages usually lie in hepatic sinusoids wherein serve as the first line of defense against pathogens entering from the portal and/or arterial circulation and play a role in monitoring hepatic metastases derived from blood-borne tumor cells [15, 16]. However, the surveillance system seems limited in capacity [17, 18]. Until the CRLM reaches the pre-angiogenesis stage, it may have disturbed the sinusoidal vessels and blood flow dynamics and resulted in an ischemic-hypoxic situation, which may incite Kupffer cells to secrete cytokines and chemokines and differentiate into tumor-associated macrophages (TAMs). CRLM progression in time recruits myeloid cells to the liver, among which, monocytes are infiltrated in response to pro-inflammatory signaling including TNF, CCL2, CCL9, etc., and turn into TAMs [17, 19]. Macrophages are strongly adapted to their environment and can have different polarization states with distinct antitumor and tumor-promoting entities, termed as M1- or M2-like [19, 20]. In general, M1-like macrophages are pro-inflammatory and exert antitumor effects, whereas M2-like macrophages largely promote tumor growth via the secretion of growth factors such as VEGF, EGF, FGF2, and TGFβ [21]. However, recent studies indicate transitional or mixed phenotypes of these two entities, even within M1-, or M2-like, there is substantial heterogeneity. For example, M2-like macrophages were further subdivided into M2a, M2b, and M2c, which exhibited distinct cell markers and functions under varied regulatory factors [15, 20]. Both Kupffer cell- and monocyte/macrophage-derived TAMs can promote tumor angiogenesis via secretion of growth factors, inflammatory cytokines, extracellular matrix-degrading proteases to support neovascularization and growth of tumor vessels [9, 17, 22]; and thus, function to promote CRLM progression.

Kupffer cells constitute up to 10% of all liver cells and are constantly replenished via self-renewal in the liver to maintain homeostasis [15, 18]. Under pathological conditions, bone marrow-derived monocyte/macrophages are recruited to the liver on demand, they might act as a backup supplement to Kupffer cells [23]. A recent study elucidated that the recruited monocytes could fully differentiate into Kupffer cells in the liver upon conditional depletion of Kupffer cells in transgenic mice [24]. Under CRLM, understanding how these two sources of macrophages route to tumor-promoting TAMs can provide important clues for effective therapy. In this study, with a C57BL/6 mouse model of CRLM, we showed dynamic growth of CRLM and the formation of tumor vascularization in vivo. Moreover, we delineated the differentiation of F4/80+ TAMs from Kupffer cells and myeloid infiltration of monocytes/macrophages within the tumor microenvironment. F4/80+ TAMs play an essential role in tumor vascularization and can be employed as therapeutic targets in CRLM.

## Results

### Seven to nine days post-injection is the critical period for growth of small-sized liver metastases

The mouse CRLM model mimicked the late-stage of colorectal liver metastasis in patients, during which the metastatic CRC cells entered the liver via spleen-portal veins and gradually built-up metastases. The mice formed similar liver metastases at 14 dpi (days post-injection), yet most mice suffered from huge liver metastases and cachexia at 21 dpi (Fig. 1A–C). The metastatic niches of only the needle tip size oddly appeared on the liver surface at 8 dpi, with ~1 mm^3^ as calculated according to the correlated H&E staining (Fig. 1D, E). At 10 dpi, the small tumor pieces grew into the sizes of 2–3 mm^3^; whereas at 12 dpi around 8 mm^3^ of metastatic nodules arose on the liver surface, some of them showed bean-shaped tumors. At 14 dpi, large metastases protruded from the liver (Fig. 1D–G). Such a dynamic disease course allowed us to investigate the disease at different stages with the varied tumor microenvironment. Compared to the control mice, changes in the body weight percentages in Mc38-injected mice showed an accelerated growth of the metastases during 10–14 dpi; notably, a relative body weight loss was observed at 8–10 dpi, when it could be assumed as a pivotal transition from pre-angiogenesis to angiogenesis stages to support further CRLM growth (Fig. 1F–G). Together, these results showed that small tumor blocks could be established around 7–9 dpi.

**Fig. 1:**
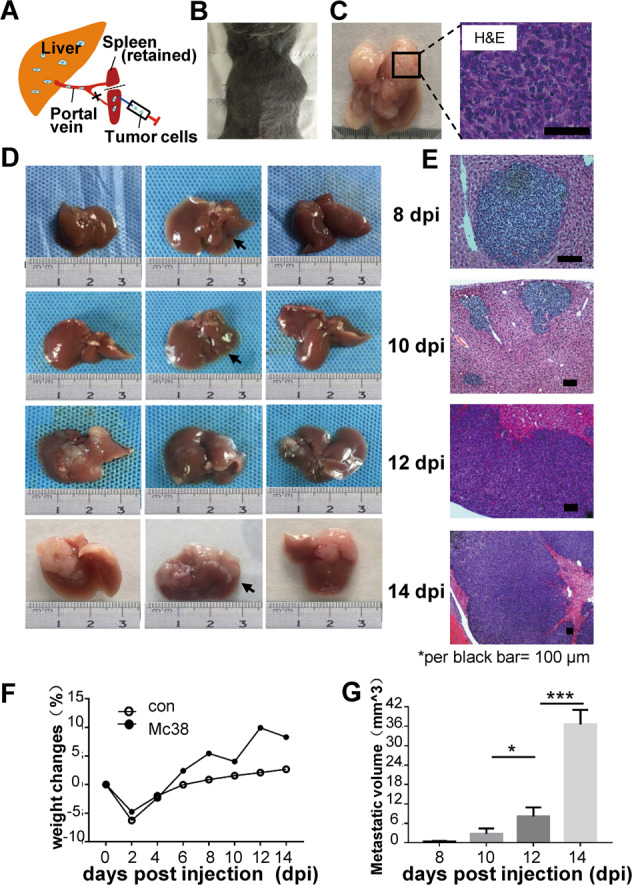
The mouse liver metastasis model and its dynamic disease course. **A** The liver metastasis model in C57BL/6 mice. Mc38 colorectal cancer cells were injected via the spleen-portal vein into the liver. **B** At 21 days post injection (dpi), the abdomen of a tumor-bearing mouse showed large tumor bumps. **C** H&E staining showed huge and non-necrotic liver metastases. Up to 14 dpi, the liver metastases appeared as small to large-sized tumors on the liver surface; arrows pointed to liver metastases (**D**); and under the microscope by H&E staining (**E**). **F** The weight changes in the control and Mc38-injected mice during disease (weight changes were shown in the mean value of 4 mice per group). **G** Metastases volumes in the liver were calculated by measuring the tumor sizes in H&E staining during 8–14 dpi (*N* = 3, with 3–5 fields imaged and quantified). *p < 0.05; ***p < 0.001.

### Replacement growth pattern of the CRLM incorporates liver vessels and vasculogenic mimicry to construct the tumor vasculature

We used GFP^+^ Mc38 cells to grow CRLM. IHC-staining on the metastasis-associated protein S100 calcium-binding protein A4 (S100A4) showed striking similarity with that of GFP^+^ staining on varied CRLM (Fig. 2A, B), from which we observed a replacement growth pattern. Mc38 cells initially colonized near the hepatic sinusoids or portal veins and co-opted the sinusoidal blood vessels in a stepwise manner (Fig. 2A–C). At 14 dpi, the interface between the tumor and the surrounding liver parenchyma was poorly defined, indicating tumor cells and hepatocytes had intimate cell–cell contact without causing inflammation or fibrosis. H&E showed that some of the liver plates were enclosed at the centers of these tumors, in which the remaining liver sinusoid structures contained well-perfused red blood cells (Figs. 1E, 2C); GOMORI staining manifesting the interface of tumor–liver tissues also showed tumors with nearby portal tracts and co-opted for internal liver vessels (Fig. 2D). Furthermore, GO enrichment analysis with RNA-Sequencing data of varied grade of tumor-centric samples indicated that the most significant events during CRLM progression to the late stages, from medium tumor-sized CRLM (Mt) to high tumor-volume CRLM (Ht) matched with the liver function decline, as most liver metabolism-related genes were significantly down-regulated (Supplementary Fig. S1A the blue lettered GO terms).

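Bulk RNA-Sequencing of the tumor-centric series gave 14 tissue libraries. The normal liver of day 0 (con) had 2 libraries and the tumor-free liver of a CRLM-bearing mouse at 12 dpi (L-con) had 1. Low tumor-sized CRLM (Lt) and the medium-sized group Mt3, both at 9 dpi, had 2 libraries each. The medium-sized groups Mt2 and Mt1, both at 11 dpi, also had 2 each, and high tumor-sized CRLM (Ht) at 12 dpi had 3. The metastases grew from 1000000 injected Mc38 cells, a colon adenocarcinoma line of C57BL/6 mice. The sample labels give the mice as male, whereas the Methods give female mice. The deposited table holds the reads the authors counted on each of 54532 genes, without normalization, under Ensembl identifiers with positions that match GRCm38. The aligner and the counting program are not named in the paper's text. The counts per library were 16460310 and 17041650 in con, 16715415 in L-con, 16398552 and 18178794 in Lt, 17721946 and 17795222 in Mt3, 17105175 and 17834019 in Mt2, 16032085 and 16587705 in Mt1, and 16603151, 18246623 and 16880403 in Ht. At these depths the floor of 3 counts lay between 0.164 and 0.187 CPM (counts relative to the library total), which covers counting error only. The Methods state that Ht_1 and Ht_3 were made identical, so their counts were summed and the pair was counted as 1 sample, leaving 13 libraries. Their counts nevertheless differed by more than the sampling noise (chi-square of 30.3 per degree of freedom over 15284 genes), about as much as those of Ht_1 and Ht_2 (29.1) and more than those of Ht_2 and Ht_3 (13.2). Counts were scaled by edgeR's TMM method, and 17187 genes that passed its expression filter were tested in a single fit over all 7 groups. A gene was called changed under the paper's threshold, an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. TMM factors rose from 0.69 and 0.71 in con to 1.60 and 1.58 in Ht, so the choice of scaling can change the number of genes called higher or lower.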

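From Mt, taken as the mean of Mt3, Mt2 and Mt1, to Ht, 2563 genes were called changed by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, of which 257 were higher and 2306 lower. The number of higher genes ran from 87 to 810 when each Mt library was left out in turn. With Mt as 1 group it was 30, against 1908 lower. With total-count scaling in place of TMM, 4360 genes were called, 2587 higher and 1773 lower, and the median of all genes moved to 0.55 on the log2 scale. Genes of liver metabolism were listed by hand in 5 groups, fatty acid, amino acid, xenobiotic, lipid and bile, and carbohydrate metabolism, and are not the GO sets of Supplementary Fig. S1A. Of the 203 genes listed, 202 were tested and 187 were called lower (92.6%, against 13.4% of all genes tested). Adjusted over the list alone, 195 were called lower. The median log2 fold change of the list was -3.85, with 201 genes lower and 1 higher. Under total-count scaling the median was -3.21, with 199 genes lower. Samples with the same replicate number in Mt and Ht deviated from their group means in opposite directions (r = -0.304 across genes); with the replicate number as a block, 2835 genes were called changed and 192 genes of the list were lower. Cps1 (ENSMUSG00000025991, GRCm38 chromosome 1 from 67123026 to 67231259), which encodes the first enzyme of the urea cycle, fell from 7741 ± 825 CPM (SD, n = 2) in con to 61.4 ± 12.2 (SD, n = 2) in Ht. In Mt3, Mt2 and Mt1 its values were 3552 ± 127, 1961 ± 2185 and 1337 ± 1311 CPM (SD, n = 2 each), so the replicates of Mt2 and Mt1 differed about as widely as the groups. The log2 fold change of Cps1 from Mt to Ht was -5.10 (standard error 1.06, adjusted p = 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), with both Ht samples below all 6 Mt libraries. Cyp2e1 (ENSMUSG00000025479, chromosome 7 from 140763739 to 140774987), a cytochrome P450 gene, had a log2 fold change of -4.73 (standard error 0.72, adjusted p = 0.00861 from the same edgeR test). Among the genes with the largest decreases, Mup12 had a log2 fold change of -10.45 but belongs to the major urinary protein family, whose near-identical copies can share reads. The value for Mup12 ran from -17.02 to -9.56 over the fits that each left out a library. Cyp2b10, with 0 counts in Ht, was at least 33.2-fold lower in Ht (adjusted p = 0.0413 from the same edgeR test, 0.189 without Mt2 replicate 1), and the long non-coding gene Gm31583, with at most 1 count, at least 119-fold lower. The largest increases were those of Cbr2 (log2 fold change 2.90), F13a1 (2.13) and Fcrls (2.11), the last of which had an adjusted p of 0.0551 with Mt as 1 group. From the down-regulation of most liver metabolism-related genes, the paper concludes that the main events between Mt and Ht matched a decline of liver function. The groups were defined by tumor content. Fig. 4A gives 25%, 35% and 65% for Mt3, Mt2 and Mt1, and the Methods more than 90% for Ht. Less liver RNA in Ht thus follows from the choice of samples, and the decrease alone does not show lower liver function.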

**Fig. 2:**
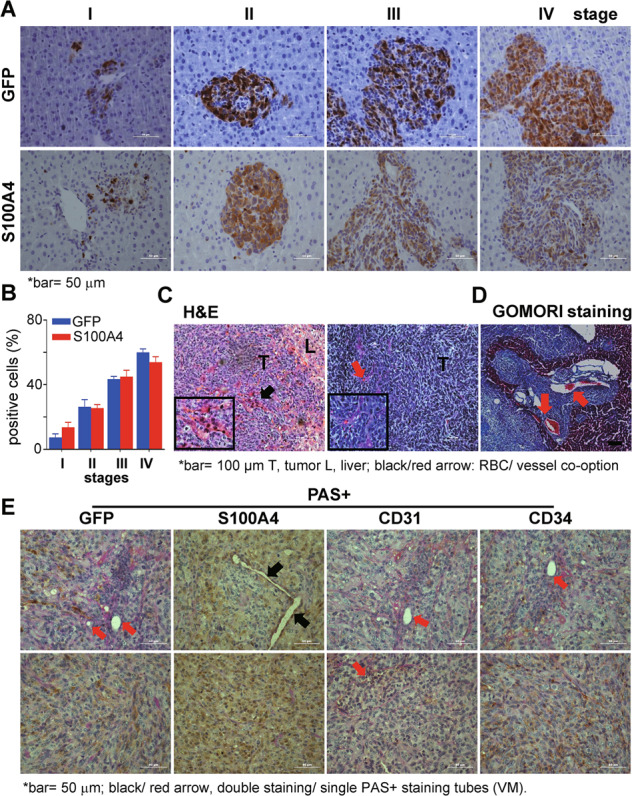
The replacement growth pattern and vascular mimicry (VM) in CRLM. Immunohistochemistry (IHC) with anti-GFP or anti-S100A4 antibodies tracing of Mc38 cells in varied stages showed a replacement growth pattern of CRLM (**A**) and positive staining quantification (**B**)**. C** H&E staining showed remaining hepatic tissues and retained red blood cells within the liver metastases (the red arrow pointed to red blood cells and black to vessel co-option). **D** GOMORI staining showed the tumor–liver interface was smoothly interacted indicating a replacement growth pattern of the liver metastases. **E** Serial IHC sections on the respective double staining with anti-CD34, -CD31, -S100A4, or -GFP antibodies, and Periodic acid-Schiff (PAS) showed CD34^−^ PAS^+^ or CD31^−^PAS^+^ vasculogenic mimicry (VM) tubes (red arrows) and S100A4^+^ PAS^+^ VM (black arrows) within CRLMs.

We next checked endothelial markers CD34, CD31, and CD146 expression with IHC in vivo. CD34 expression is mostly associated with tumor neovascularization or budding endothelial cells [25], whereas periodic acid Schiff (PAS)^+^ components represent polysaccharides as the intact basement in each tissue. Thus, double staining of CD34^+^ PAS^+^ or CD31^+^ PAS^+^ vessels may represent sprouts of angiogenesis or blood vessels, whereas CD34^−^ PAS^+^ or CD31^−^PAS^+^ tubes showed a pattern of vascularization as non-angiogenesis, named vasculogenic mimicry (VM), in which the tumor cells or non-endothelial cells formed vessels [14, 26]. We observed tubular or circled filaments of single PAS^+^ structures within big metastases, as well as S100A4^+^PAS^+^ tubes (Fig. 2E); Moreover, non-necrotic huge metastases implied well-functioning vessels with continuous blood and gas supply (Fig. 2C–E). We next applied IHC serial section analysis with anti-CD34, -CD31, CD146, or -GFP antibodies, respectively, revealing relations of tumor or blood vessels and GFP^+^ Mc38 cells on varied-sized metastases. We found that, while GFP^+^ Mc38 cells just began to colonize (Supplementary Fig. S1B, S1C); some CD34^+^ staining showed even before tumor cells arrived (Supplementary Fig. S1B and S1C, the 2nd columns: CD34^+^ vs. GFP^+^ staining); later an intensive CD34^+^ staining almost overlapped with that of GFP^+^ on bigger metastases. CD34^+^ staining showed along the walls of liver vessels in which metastases fitted indicating that Mc38 cells co-opted the liver for their colonizing and forming CRLM (Supplementary Fig. S1B, S1C). In contrast, the mature blood vessel endothelial marker CD31^+^ and endothelial adhesion marker CD146 were sparsely shown within CRLM or outside. Therefore, CD34^+^ staining may well represent rapidly budding tumor vessels within CRLM and was used for later analysis (Supplementary Fig. S1B, S1C).

### Dynamics of F4/80^+^ macrophage transformation within CRLM and its correlation with tumor vascularization in vitro and in vivo

The reconstructed IHC serial sections on a 14-dpi CRLM displayed a 3D version of a big tumor trunk protruded from a big liver vessel (Supplementary Figs. S2A, 3A). In varied CRLM stages, S100A4^+^ vessels may indicate typical VM tubes progressed along the liver vessels (Fig. 3B). Further Transmission Electron Microscopy (TEM) confirmed the co-existence of the flat-shaped endothelial cells (Fig. 3C left) and round-shaped tumor cells (Fig. 3C middle) and lysosome-containing macrophages (Fig. 3C right) lining the vascular structures. Additional macrophage-related markers i.e., Lyve-1 or S100A9 expressed inside the tumor chunks exhibiting loop-like patterns; F4/80^+^ staining appeared next to PAS^+^ VM tubes (Fig. 3D).

**Fig. 3:**
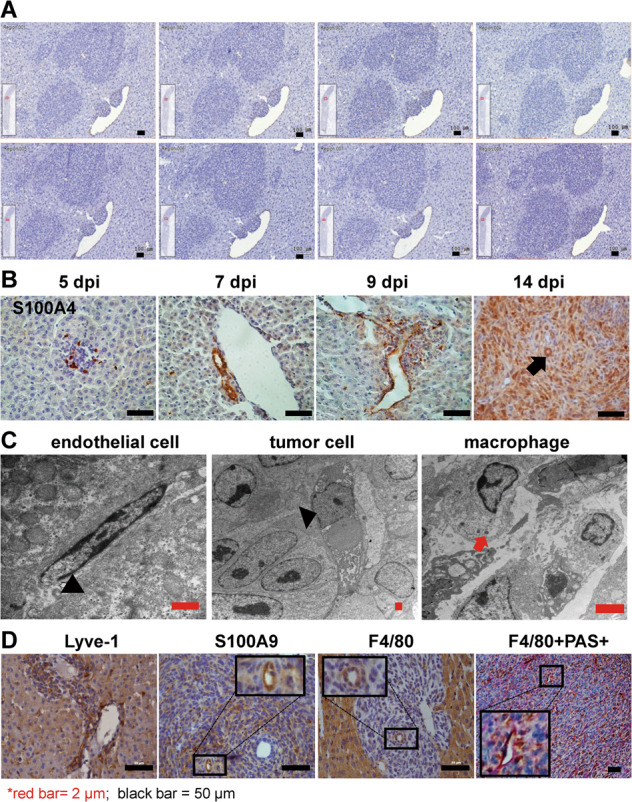
F4/80^+^ macrophages were highly linked to CRLM-adopted liver vessel co-option and VM tubes on tumor vascularization. **A** IHC with an anti-CD34 antibody staining on serial tissue sections of CRLM at 14 dpi displayed 3-D versions of the CD34^+^ tumor mass grown along an innate liver vessel (the elliptical white space). **B** IHC staining on S100A4^+^ cells showing the tumor cells formed tubular structures in a VM manner during disease progression; the arrow showed circular staining with 14 dpi CRLM. **C** Representative transmission electron microscopy showed endothelium-lining vessels, tumor cell-lined tubular structure as VM; and macrophages in proximity to VM tubes. *The arrowhead showed the flatted endothelial cell (left) or a round tumor cell (middle); the red arrow showed a few lysosomes within a macrophage (right). **D** IHC staining on the liver metastases showed tubular expression patterns on respective macrophage-related markers such as Lyve1, S100A9, and F4/80; F4/80^+^ expression showed proximity to PAS^+^ channels.

Within CRLM, heterogenous tumor-associated macrophages (TAMs) include myeloid-infiltrated monocyte/macrophage- and Kupffer cell-differentiated TAMs [17]. Using the tumor-centric CRLM samples (Fig. 4A, the tumor biopsy series), we analyzed the dynamic content of infiltrated CD11b^+^ monocytes/macrophages and F4/80^+^ macrophages by parallel flow cytometry and bulk RNA-sequencing. Most F4/80^+^ staining represented Kupffer cells in normal liver and early CRLMs; flow cytometry showed that, during CRLM progression, CD11b^hi^ F4/80^−^ cells entered the liver and became CD11b^int^ F4/80^int^ cells, which further turned into CD11b^int^ F4/80^hi^ cells within large tumors (Fig. 4A, the flow cytometry data). The transformation of Ly6C^hi^CD11b^hi^ cells into Ly6C^lo^ CD11b^int^ F4/80^hi^ cells was confirmed in vitro via co-culture of bone marrow-derived monocytes with Mc38 cell-conditioned medium (TCM) for 7 days (Fig. 4B). Consistently, as more than 80% of CD11b^int^ F4/80^int^ cells were Ly6C^+^ cells (Fig. 4A, C), <30% of Ly6C^+^ cells in CD11b^int^ F4/80^hi^ cells (Fig. 4A, D), we proposed that Ly6C^hi^ CD11b^hi^ monocytes may differentiate into Ly6C^lo/−^ CD11b^int^ F4/80^hi^ macrophages; thus, the increased CD11b^int^ F4/80^hi^ cells were functional TAMs within CRLM (Fig. 4E). Moreover, with parallel RNA-Seq data collected from the same CRLM samples, bioinformatics analysis on the dynamic content of monocyte and macrophages by ImmuCC [27] showed that timing of the monocyte influx and dynamic ratios of monocytes/ macrophages were highly relevant to those by flow cytometry and GO enrichment analysis on DEGs (Fig. 4A and F, Supplementary Fig. S1A) during CRLM growth.

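ImmuCC was not used here, and hand-written marker lists of 8 monocyte and 13 macrophage genes were followed through the same tissue libraries in its place. A list's score was its mean log2(CPM + 1). The monocyte score rose from 1.02 ± 0.20 (SD, n = 2) in con to 4.98 ± 0.73 (SD, n = 2) in Lt, with 3.08 in the single L-con library, and then lay between 4.91 and 5.64 in Mt3, Mt2, Mt1 and Ht. From con to Lt the median log2 fold change of the list was 5.06, higher in 8 of 8 genes. The adjusted p was 1.23e-15 by limma's competitive gene set test (camera), with Benjamini-Hochberg adjustment over the 13 planned tests of lists in these data. Same-numbered samples of con and Lt had a correlation of -0.123 across genes; with the replicate number as a block the list's median was 4.91, and with the numbers exchanged it was 5.09. Of the alternatives, leaving out Lt replicate 2 moved the median most, to 4.05. Ly6c2 (ENSMUSG00000022584, chromosome 15 from 75108158 to 75111970), which encodes a Ly6C antigen and has the close paralog Ly6c1, went from 0.86 ± 0.28 CPM (SD, n = 2) in con to 51.3 ± 38.6 (SD, n = 2) in Lt. Its log2 fold change was 5.89 (standard error 0.86, adjusted p = 0.00297 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ccr2, the receptor for monocyte chemoattractants, had a log2 fold change of 4.78, and Itgam, which encodes CD11b, 4.67 (adjusted p = 0.00235 and 0.00486 from the same edgeR test). From Lt to Ht, Ly6c2 had a log2 fold change of -0.98 (standard error 0.62, adjusted p = 0.226 from the same edgeR test), which is not larger than the spread between replicates. Over the alternatives that keep all libraries this adjusted p ran from 0.00251 to 0.857 (edgeR or DESeq2 with Benjamini-Hochberg adjustment). Ly6c2 was not called changed from Lt to Ht under any of them. The monocyte list as a whole was 0.60 higher in Ht than in Lt (adjusted p = 0.114 by camera). The macrophage score rose more gradually, from 4.39 ± 0.38 (SD, n = 2) in con through 5.68 ± 0.36 in Lt and 6.23 ± 0.27 in Mt2 to 6.65 ± 0.05 in Ht (SD, n = 2 each), with 5.22 in the L-con library. The median log2 fold change of this list was 2.52 from con to Ht (12 of 13 genes higher, adjusted p = 1.09e-04 by camera) and 0.97 from Lt to Ht (12 of 13 genes, adjusted p = 0.00143 by camera). Adgre1, which encodes F4/80 (ENSMUSG00000004730, chromosome 17 from 57358691 to 57483527), was at 38.4 ± 12.5 CPM in con, 75.8 ± 26.2 in Lt, 80.0 ± 10.7 in Mt3, 107 ± 15.4 in Mt2, 123.1 ± 12.8 in Mt1 and 130 ± 17.9 in Ht (SD, n = 2 each). In the single L-con library, from tumor-free liver, it was at 87.2 CPM, within the range of the Lt libraries (57.2 to 94.3). Its log2 fold change was 1.76 from con to Ht (standard error 0.30, adjusted p = 8.83e-04 from the edgeR test), 0.98 from con to Lt (standard error 0.29, adjusted p = 0.0565) and 0.78 from Lt to Ht (standard error 0.29, adjusted p = 0.0543). With total-count scaling, which moved the median of all genes from -0.01 to 0.87 between Lt and Ht, Adgre1 passed the threshold at 1.64, but relative to that median it was at 0.76, against 0.79 with TMM. The monocyte score minus the macrophage score was -3.37 ± 0.18 in con, -0.70 ± 0.37 in Lt, -0.85 ± 0.44 in Mt3, -1.01 ± 0.36 in Mt2, -0.88 ± 0.05 in Mt1 and -1.01 ± 0.19 in Ht (SD, n = 2 each). The libraries of Lt, at -0.96 and -0.44, and of Ht, at -1.14 and -0.88, overlapped, and these differences were not tested.

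**Figure D1:**
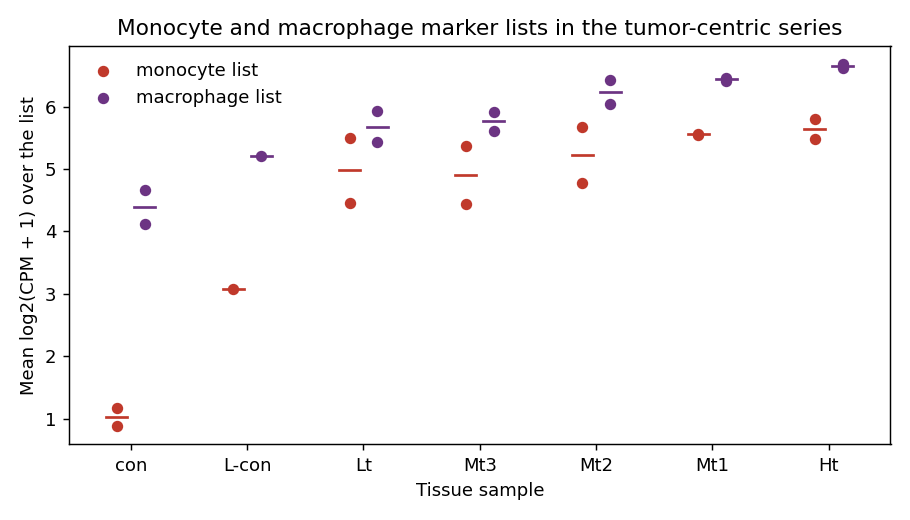
Monocyte (red) and macrophage (purple) list scores, as mean log2(CPM + 1) over the list, in each tissue library of con, L-con, Lt, Mt3, Mt2, Mt1 and Ht, with Ht_1 and Ht_3 as 1 sample. Points are libraries and lines are group means; the monocyte score rose mostly between con (1.02) and Lt (4.98) and the macrophage score rose in smaller steps from 4.39 to 6.65.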

**Fig. 4:**
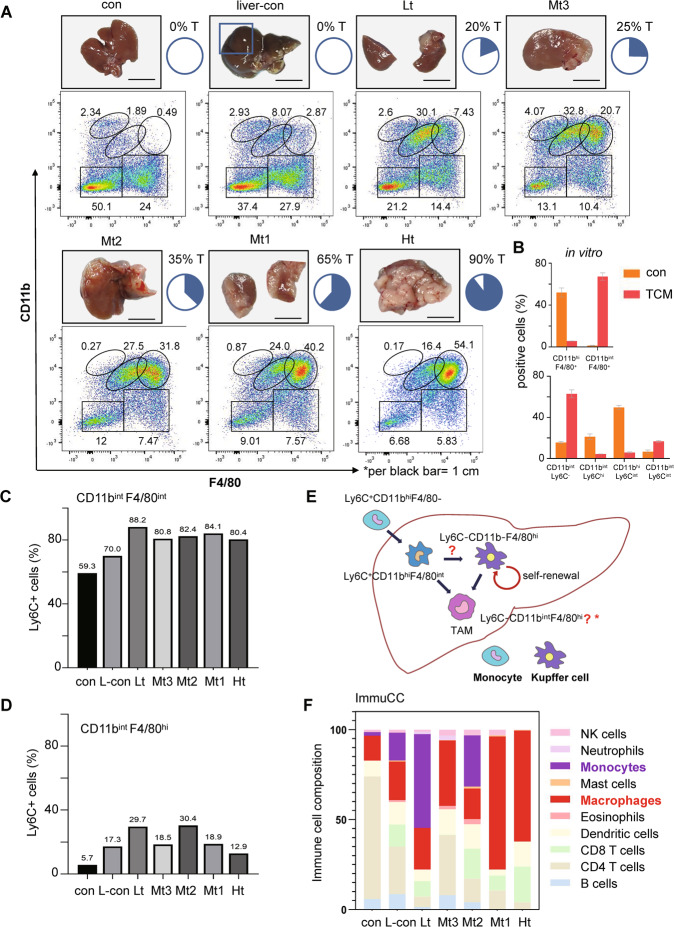
The infiltrated monocytes/macrophages and Kupffer cells transformed into F4/80^+^ TAMs within CRLMs. **A** Tumor-centric samples contained low- (Lt), medium- (Mt3, Mt2, and Mt1), and high- (Ht) tumor-sized liver metastases, the normal liver (con) and the tumor-free liver tissue from the CRLM (liver con), on which flow cytometry analyzed the staining with anti-CD11b and -F4/80 antibodies after CD45^+^ gating (**A**). **B** Co-culture of bone marrow-derived monocytes under Mc38-cell conditioned medium (TCM) for 7 days in vitro confirmed monocyte-transformation into Ly6C^lo^CD11b^int^F4/80^hi^ cells. The relative proportions of Ly6C^+^ cells in CD45^+^ CD11b^int^ F4/80^int^ subsets (**C**) and CD45^+^ CD11b^int^ F4/80^hi^ subsets (**D**) were shown with CRLM samples in (**A**). **E** The schematic diagram showed the routes of F4/80^+^ TAM differentiation from the infiltrated monocytes and Kupffer cells within CRLM. **F** Bioinformatics analysis with ImmuCC algorithm showed relative immune cell content based on the bulk RNA-seq data from the same samples in (**A**); *attention to monocytes (red) and macrophages (purple) in varied samples.

We then proved the accumulation of F4/80^+^ macrophages in varied CRLMs on IHC serial sections (Supplementary Fig. S2B). In contrast to normal liver, F4/80^+^ staining during CRLM progression became diffuse-like, light brown, and loop-like patterns along the liver vessel or within CRLM, indicating vital transitions of these cells. Moreover, greatly increased F4/80^+^ cells gathered at the tumor-liver interfaces, became much more at 14 dpi CRLM (Supplementary Fig. S2B). Further IHC data series showed that, throughout the disease esp. 7–9 dpi, F4/80^+^ but not CD11b^+^ staining showed typical tubular-like patterns, signifying the role of F4/80^+^ macrophages in tumor vascularization (Supplementary Fig. S3). To reveal the functions of F4/80^+^ macrophages within CRLM, we extracted F4/80^+^ and CD11b^+^ cells from medium-sized CRLM by magnetic beads (Mt2, Fig. 4A tumor samples) and applied bulk RNA-sequencing analysis. 

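Cells bound to magnetic microbeads for F4/80, a macrophage surface antigen, or for CD11b, an integrin of myeloid cells, were taken from Mt2 metastases at 11 dpi, and 3 libraries of each population were sequenced. The deposited values are again the reads counted by the authors on each gene, without normalization. The totals were 17886335, 18286092 and 17785496 counts in the F4/80+ cells and 18049897, 20548370 and 18145408 in the CD11b+ cells. The floor of 3 counts lay between 0.146 and 0.169 CPM. The populations were compared in a fit of these 6 libraries alone, over 14263 genes. Comparisons with tissue used a joint fit of 19 libraries in 9 groups over 18407 genes. Tissue and sorted cells were deposited as separate tables, and each of these batches held a single kind of sample, so the batch and the kind of sample cannot be told apart and no within-batch value can be given. The batches also differed in sex-linked genes: Xist was at 0 to 3 counts in the tissue and at 306 to 1210 CPM in the sorted cells, and Ddx3y, on chromosome Y, was at 348 to 1421 counts in the tissue and 0 counts in the sorted cells. The mRNA of the antigens themselves was found in both populations. Adgre1 was at 795 ± 53.5 CPM in F4/80+ cells and 595 ± 27.4 in CD11b+ cells (SD, n = 3 each), and Itgam at 287 ± 29.2 and 433 ± 57.4 (SD, n = 3 each). Neither difference passed the threshold (log2 fold changes 0.42 and -0.59, adjusted p = 0.427 and 0.30 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), although the 3 libraries of each population did not overlap for either gene. Chance gives such a separation for 10% of genes with 3 against 3 libraries.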

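The mMCP-counter tool was not used here. The list of 13 macrophage genes, among them Cd68, Csf1r, Mertk and C1qa, was compared between the sorted cells and the tissue libraries of Mt2. Since the sex-linked genes differ between them, the cells and this tissue are not matched samples of the same mice. In the joint fit the list's score was 6.30 ± 0.27 (SD, n = 2) in Mt2 tissue, 9.19 ± 0.12 (SD, n = 3) in F4/80+ cells and 8.80 ± 0.08 (SD, n = 3) in CD11b+ cells. The median log2 fold change against Mt2 tissue was 3.03 in F4/80+ cells, with 13 of 13 genes higher (adjusted p = 1.95e-09 by camera). In CD11b+ cells it was 3.12, with 12 of 13 genes higher (adjusted p = 8.48e-08 by camera). Cd68 (ENSMUSG00000018774, chromosome 11 from 69664213 to 69666153) was at 52.3 ± 17.3 CPM (SD, n = 2) in Mt2 tissue, 620 ± 58.9 (SD, n = 3) in F4/80+ cells and 523 ± 84.1 (SD, n = 3) in CD11b+ cells. Its log2 fold changes were 3.57 and 3.32 (standard errors 0.29 and 0.28, adjusted p = 2.85e-07 and 3.18e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The hepatocyte list, 13 genes of secreted liver proteins, had a score of 11.4 ± 1.2 (SD, n = 2) in Mt2 tissue, 3.36 ± 0.39 (SD, n = 3) in F4/80+ cells and 2.49 ± 0.74 (SD, n = 3) in CD11b+ cells. Leaving out each Mt2 library in turn moved the macrophage medians most, to between 2.70 and 3.52 for F4/80+ cells and between 2.79 and 3.61 for CD11b+ cells.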

Compared to tissue samples, immune cell infiltration analysis by mMCP-counter (http://134.157.229.105:3838/webMCP/) showed that both cell populations contained mostly macrophages, we thus named after F4/80^+^TAM and CD11b^+^TAM (Fig. 5A). Furthermore, Gene Set Enrichment Analysis (GSEA) analysis on the up-regulated differentially expressed genes (DEGs) indicated significant organogenesis, vascular endothelial growth, etc. on F4/80^+^TAM; yet GSEA on the down-regulated DEGs showed negative regulation of granulocyte chemotaxis, etc. on CD11b^+^ TAM (Fig. 5A inserts). 

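Between F4/80+TAM and CD11b+TAM, 11 genes were called changed, 1 higher and 10 lower in F4/80+TAM, while 1503 genes had an unadjusted p under 0.05 against 713 expected by chance. Kcna2 (chromosome 3 from 107101146 to 107115005), a potassium channel gene, was at 20.3 ± 11.7 CPM in F4/80+TAM and 0.76 ± 0.20 in CD11b+TAM (SD, n = 3 each), a log2 fold change of 4.71 (standard error 0.49). G0s2 (chromosome 1 from 193272161 to 193273217) was at 0.86 ± 0.43 and 91.6 ± 59.5 CPM (SD, n = 3 each), a log2 fold change of -6.72 (standard error 0.64). Hdc, which encodes histidine decarboxylase, and the long non-coding gene 4833407H14Rik had log2 fold changes of -3.83 and -3.22. These 4 genes had an adjusted p of 0.0284 each from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Vegfa (chromosome 17 from 46016993 to 46032369) was at 80.1 ± 31.7 CPM in F4/80+TAM and 59.6 ± 10.6 in CD11b+TAM (SD, n = 3 each), a difference within the spread between replicates (log2 fold change 0.43, standard error 0.29, adjusted p = 0.55 from the same edgeR test). DESeq2 moved the count of changed genes most, to 300, with 133 higher and 167 lower. With each library left out in turn, 3 of 6 fits called 0 genes. Without CD11b+TAM replicate 3 the count was 136, with 40 higher and 96 lower. This library was the least like its replicates (squared correlation of log2(FPKM + 1) 0.9545 and 0.9524, against 0.9849 between replicates 1 and 2). The GO sets of the paper's GSEA were not used here, and hand-written lists after the same terms were tested. The list of VEGF receptor signaling genes, 58 of which were tested, had a median log2 fold change of 0.15, with 44 genes higher in F4/80+TAM (adjusted p = 1.92e-04 by camera). Its score was 5.35 ± 0.02 in F4/80+TAM and 5.14 ± 0.10 in CD11b+TAM (SD, n = 3 each). The list of granulocyte chemotaxis genes, 72 of which were tested, had a median log2 fold change of -0.30, with 47 genes lower in F4/80+TAM (adjusted p = 1.09e-04 by camera). Its score was 5.76 ± 0.07 and 6.19 ± 0.06 (SD, n = 3 each). A preranked GSEA with 1000 permutations gave normalized enrichment scores of 2.14 and -2.10 for these hand-written lists. Markers of other cells also differed: 13 of 13 endothelial genes were higher in F4/80+TAM (median log2 fold change 1.53, adjusted p = 1.07e-16 by camera) and 9 of 9 neutrophil genes were lower (-3.70, adjusted p = 1.23e-15 by camera). Without the genes shared with the endothelial list the VEGF list had a camera p of 0.00113, and without those shared with the neutrophil list the chemotaxis list had a camera p of 0.00384. Most genes of each list remained, so both tests are weak. RNA of endothelial cells or granulocytes remains a possible explanation.

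**Figure D2:**
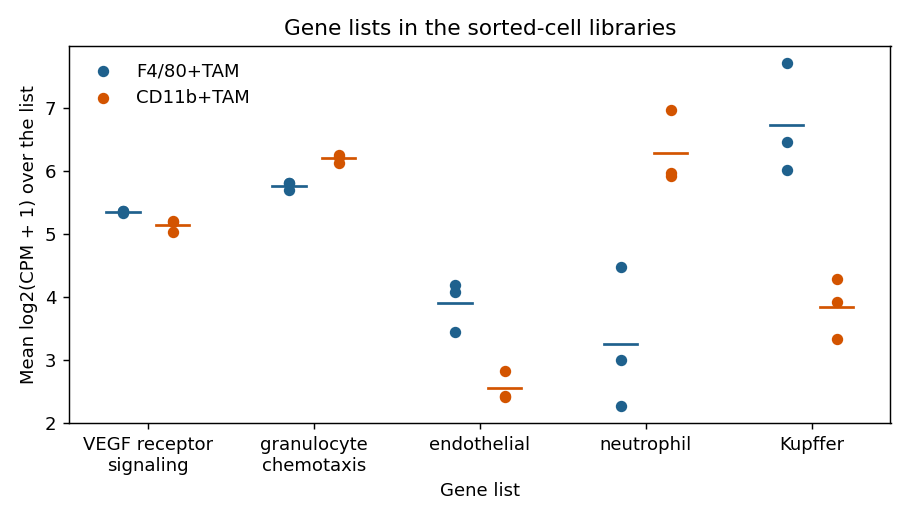
Scores of 5 gene lists, as mean log2(CPM + 1) over the list, in the 3 libraries of F4/80+TAM (blue) and the 3 of CD11b+TAM (orange); points are libraries and lines are means. The VEGF receptor signaling scores lay close together, with means of 5.35 and 5.14, while the neutrophil means were 3.25 and 6.28 and the Kupffer cell means 6.72 and 3.85.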

We next proved that in vitro co-culture of the ex vivo F4/80^+^TAMs with the endothelial cells (SVEC4–10) under tumor-cell conditioned media (TCM) greatly stimulated the expression of a few key angiogenic markers including CD31, CD34, TIE2, VEGFA, Ki67, etc. (Fig. 5B). Moreover, we showed that both cell populations, overlapping to a large extent, showed a distinct spectrum of angiogenesis-related activation from those in the liver or bulk CRLM tissues in vivo (Fig. 5C). 

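The 20 genes of the upper panel of Fig. 5C were compared between each sorted population and CRLM tissue, taken as the mean of Lt, Mt3, Mt2, Mt1 and Ht. In F4/80+TAM, 15 of the 20 genes were called changed, 8 higher and 7 lower, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes; adjusted over the 20 genes alone there were 16. In CD11b+TAM, 14 were called changed, 7 higher and 7 lower, and 14 when adjusted over the list. With only the genes that had at least 10 counts in every library, 8 were called in each population. Of all 18407 genes tested, 46.7% were called changed in F4/80+TAM and 48.4% in CD11b+TAM. The populations shared 13 changed genes of the panel, all 13 in the same direction, and their log2 fold changes had a Pearson r of 0.969 across the 20 genes of the panel, against 0.948 across all genes, which are not independent replicates. Directly between the populations, 0 of the 18 genes that could be tested were called changed, and 6 had an unadjusted p under 0.05. Pf4 (chromosome 5 from 90772435 to 90773383), which encodes platelet factor 4, was at 14.3 ± 9.75 CPM in CRLM tissue (SD, n = 10), 106 ± 20.9 in F4/80+TAM (SD, n = 3) and 152 ± 17.0 in CD11b+TAM (SD, n = 3). Its log2 fold changes were 3.14 and 3.67 (standard errors 0.21 and 0.20, adjusted p = 1.03e-08 and 2.34e-09 from the edgeR test). Postn (chromosome 3 from 54361109 to 54391037), which encodes the matrix protein periostin, was at 46.4 ± 19.5 CPM in CRLM tissue (SD, n = 10), 1.84 ± 1.01 in F4/80+TAM (SD, n = 3) and 0.69 ± 0.18 in CD11b+TAM (SD, n = 3). The log2 fold changes of Postn were -4.61 and -5.99 (standard errors 0.43 and 0.49, adjusted p = 3.59e-07 and 7.11e-08 from the edgeR test). Vtn and Apoh, genes of secreted liver proteins, fell by 6.98 and 7.13 in F4/80+TAM on the log2 scale. Vegfa was not called changed in either population against CRLM tissue (log2 fold changes 0.39 and -0.08, adjusted p = 0.0876 and 0.739 from the edgeR test). In CD11b+TAM its direction turned positive, to 0.13 with the replicate number as a block and to 0.04 without CD11b+TAM replicate 3. Among the 37 genes that could be read from the lower panel of Fig. 5C, 24 were called changed in each population and 22 in both. On chromosomes X and Y lie 0 genes of either panel. Taking Fig. 5C together with the data presented before it, the paper concludes that F4/80+ TAMs greatly contributed to CRLM vascularization.

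**Figure D3:**
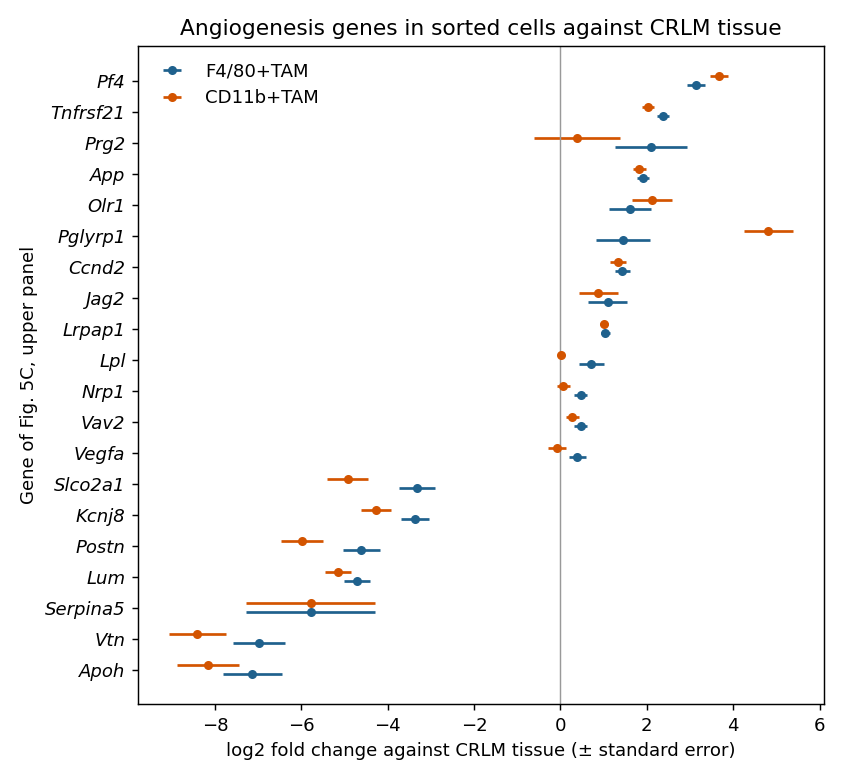
Log2 fold changes of the 20 genes of the upper panel of Fig. 5C in F4/80+TAM (blue) and CD11b+TAM (orange) against CRLM tissue; bars are standard errors of the edgeR fit. Pf4 rose by 3.14 and 3.67, Postn was at -4.61 and -5.99, and Serpina5, with 0 counts in both populations, was at least 2.92-fold lower in F4/80+TAM and at least 2.54-fold lower in CD11b+TAM.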

Taken together, these data highlighted F4/80^+^ TAMs greatly contributed to CRLM vascularization.

**Fig. 5:**
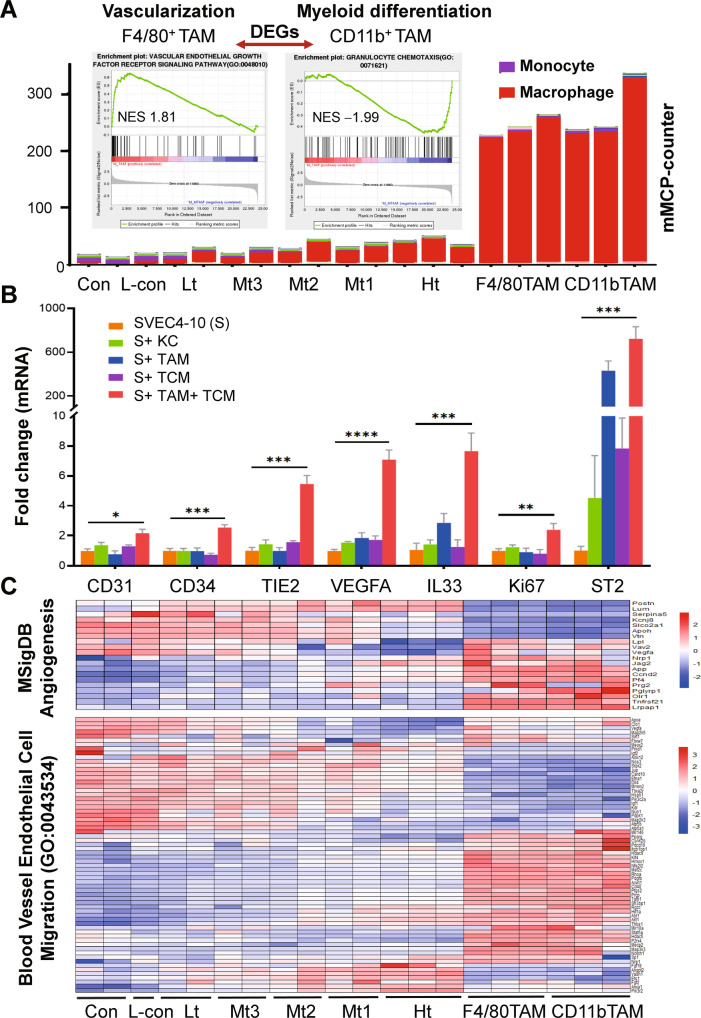
F4/80^+^TAM greatly promoted tumor vascularization in vitro and in vivo. **A** The immune infiltration analysis by mMCP-counter with the bulk RNA-seq data of F4/80^+^ cells and CD11b^+^ cells extracted from CRLM showed mainly macrophages. GSEA analysis showed F4/80^+^TAM was greatly linked to vascularization. **B** Co-culture of ex vivo F4/80^+^TAM from CRLM with the endothelial cells (SVEC4–10, S) under TCM (Mc38 cell conditioned medium) greatly increased the expression of angiogenesis markers in SVEC4–10 cells in vitro by RT-PCR. **C** F4/80^+^TAM and CD11b^+^TAM showed distinct angiogenesis profiles from those in the liver and varied CRLM at the transcriptomic level by bioinformatics analysis. *p < 0.05; **p < 0.01; ***p < 0.001.

### Clodronate liposome-mediated depletion of macrophages during formation of small-sized liver metastases disrupted tumor neovascularization

We next treated the mice at 7–9 dpi of critical neovascularization with 3 doses of Clodronate liposome® (CL) to deplete phagocytic macrophages [28]. The results showed that, at 14 dpi, whereas some of the treated mice showed minor tumors, other treated mice still developed big-sized CRLM indicating treatment resistance (Supplementary Fig. S4A–C). H&E results showed hollow tumors with large necrotic areas in the mice with effective treatment, in contrast to the huge and non-necrotic tumors in the control and treatment-resistant mice (Supplementary Fig. S4D). In IHC data, whereas F4/80^+^ staining was strong within the tumors in the control (Supplementary Fig. S5A the upper channel) and treatment-resistant mice (CL-NS, Supplementary Fig. S5A the bottom channel), the staining was only minimal in effectively CL-treated mice (Supplementary Fig. S5A the middle channels), whose tumor also showed greatly reduced CD146^+^ or CD34^+^ staining (Supplementary Fig. S5A, B). These results showed that effective macrophage depletion at the critical period of tumor formation impeded tumor growth via poor vascularization within CRLM. Further, IF data also showed respective expression on CD68, S100A9, or CD206, which was an M2-like marker, was greatly decreased in CL-treated liver (Supplementary Fig. S5C, D).

### CD11b^int^ F4/80^hi^ TAMs contribute to tumor vascularization within CRLM

We next treated mice with a Class IIa Histone deacetylase (HDAC) inhibitor TMP195 which acted on macrophage polarization towards an M1-like phenotype in vivo [29]. Our results verified that the treatment given during 7–12 dpi greatly disrupted tumor vascularization and inhibited CRLM growth (Figs. 1C and 6A). At 14 dpi, whereas all control and 2 of 5 treated mice showed big metastases, 3 of 5 treated mice significantly less suffered from the disease (Fig. 6B–D). IHC data showed that the treatment greatly undermined CD34^+^ staining showing a hollow appearance within CRLM. In contrast, CD34^+^ expression in the control mice showed greatly more intensive staining with much more rigid wire-like structures (Fig. 6E, F). The treatment also resulted in greatly decreased expression of M2-like marker CD206 yet increased M1 marker iNOS indicating altered macrophage polarization; and greatly decreased expression of CD31 and CD146 confirming corrupted tumor vessels in TMP195-treated livers (Supplementary Fig. S6A, B).

**Fig. 6:**
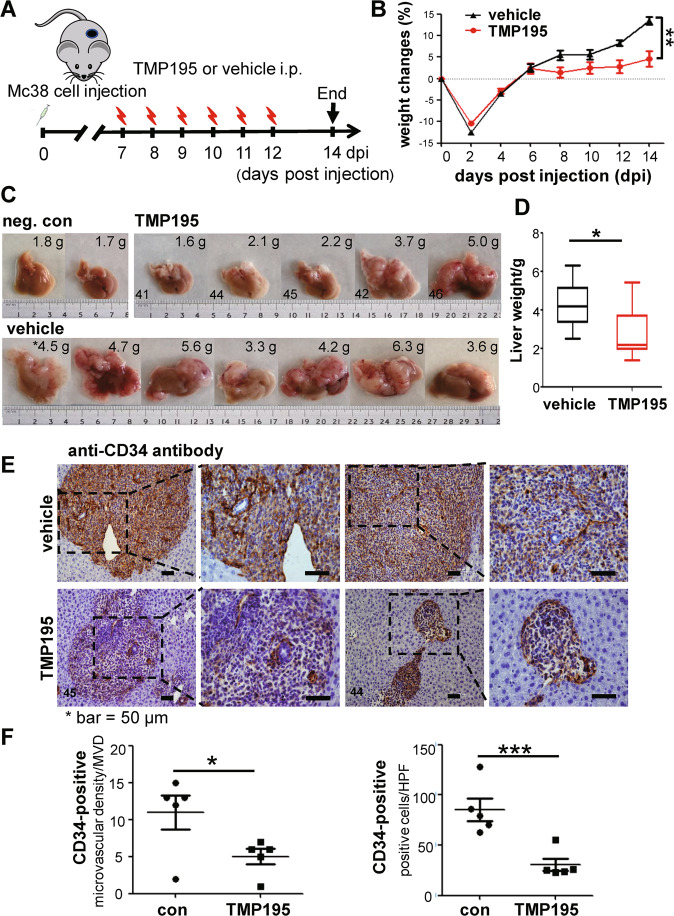
TMP195 treatment greatly inhibited CRLM growth and vascularization. **A** The treatment regimen with TMP195. **B** The weight changes of mice in vehicle and TMP195 groups during 0–14 dpi. **C** The liver and CRLM samples at 14 dpi with/out TMP195 treatment. **D** The liver weights with/out TMP195 treatment at 14 dpi. **E** IHC with anti-CD34 antibodies showed greatly disturbed neovascularization within CRLM in TMP195-treated liver biopsies; *the numbers in the lower left corner of the samples were in relation to the livers as shown (**C**). The treatment significantly decreased CD34^+^ microvascular density (MVD) and the number of CD34^+^-positive cells per HPF (**F**). MVDs were counted in the most active areas of neovascularization per 200× field according to the previous method. *p < 0.05; ***p < 0.001.

Previous data showed that TMP195 treatment did not act on differentiated macrophages but induced the recruitment of CD11b^+^ cells within the tumor microenvironment [29]. In flow cytometry, as compared to the control mice, the treatment significantly reduced CD11b^int^ F4/80^+^ cells but increased CD11b^+^ F4/80^int^ cells within 14 dpi CRLM (Fig. 7A and C); yet these two cell populations kept similar within the liver area between the control and treated mice (Fig. 7B, C). Moreover, CD11b^+^ and F4/80^+^ cells respectively contained mixed M1-like (CD86^+^) and M2-like (CD206^+^) macrophages within CRLM (Fig. 7D). Consistently, the treatment greatly increased CD11b^+^ yet reduced F4/80^+^ expression at 14 dpi CRLM (Supplementary Fig. S7A–D). These results showed that TMP195 treatment resulted in greatly decreased F4/80^+^ TAMs via inhibition of the transformation of CD11b^+^ monocyte/macrophages into F4/80^+^ TAMs within CRLM.

**Fig. 7:**
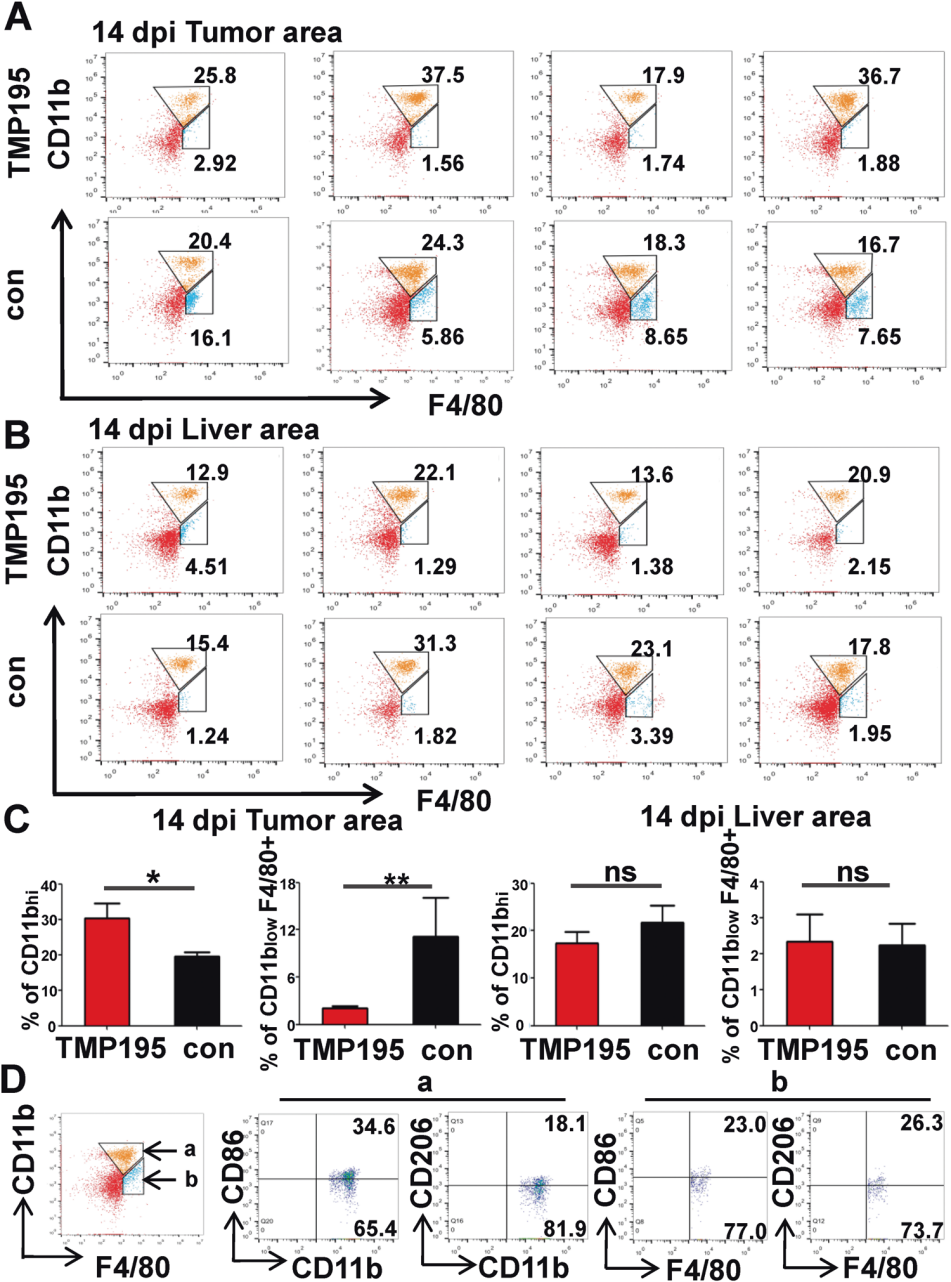
TMP195 treatment depleted CD11b^int^ F4/80^+^ TAMs in late-stage CRLMs. Flow cytometry analysis on 14 dpi liver biopsies of the tumor area (**A**) and liver area (**B**) with/without TMP195 treatment. TMP195 treatment greatly reduced the number of CD11b^int^ F4/80^+^ cells whereas increased that of CD11b^+^ F4/80^−^ cells in the tumors (**A**, **C** left) but not the tumor-free livers (**B**, **C** right) of CRLMs. **D** Further flow cytometry analysis on CD11b^int^ F4/80^+^ (**a**) and CD11b^+^ F4/80^−^ (**b**) cell populations shown in **A** (the lower panel) indicated mixed expression of M1-like type marker CD86 and M2-like marker CD206 in both CD11b^+^ or F4/80^+^ cells. *p < 0.05; **p < 0.01.

## Discussion

Kupffer cells constitute the largest population of tissue-resident macrophages [15]. These cells generally ensure immune tolerance to avoid undesired immune responses to food antigens, yet they are central to the hepatic response to pathogens and invaders [16]. In our syngeneic mouse CRLM model, survived Mc38 cells in the liver may in time create a tumor microenvironment that favored Kupffer cells to proliferate in situ and/or myeloid monocyte/macrophages to infiltrate, both differentiated into tumor-promoting F4/80^+^ TAMs. Consistently, the replacement growth pattern of CRLM implied that the liver itself was tolerant and supportive of the rapid CRLM growth by actively providing liver vessels at the expense of liver function decline during CRLM progression [7]. The metastatic Mc38 cells made full use of liver vessels and perivascular TAMs; they further adopted VM vessels to match the rapid growth of tumor vasculature. Moreover, we showed that the recruited CD11b^+^ monocyte/macrophages adapted to the local environment by gaining F4/80 expression and transformed into F4/80^+^ TAMs. Our results strengthened the essential roles of Kupffer cells in guiding and contributing to CRLM growth and tumor vessel construction.

Relevant studies show that CRLM growth and liver regeneration shared a few common features regarding tissue environment such as growth factors and cytokines, hemodynamic changes, extracellular remodeling, and angiogenesis [30, 31]. Similarly, the replacement growth pattern of CRLM in our animal model also indicated a permissive liver environment for rapid tumor growth, where liver non-parenchyma cells including Kupffer cells may secret growth factors and cytokines to promote tumor vascularization [31]. However, bigger-sized metastases are mainly fed by the hepatic artery [5]. We showed that neovascularization of CRLM was mostly initiated from an existing liver vessel via vessel co-option; and its rapid growth adopted a replacement growth pattern, where the liver parenchyma contacted the tumor smoothly at the interface [7]. Our IHC showed that CD34^+^ staining dynamics well matched the process of tumor vascularization during CRLM progression, whereas the positive staining of other endothelial cell markers, i.e., CD146 or CD31 did not. The expression of CD34 marks highly functional endothelial progenitor cells in bone marrow [32] and angiogenic tip cells in neovascularization, vessel formation, or lateral branch establishment [33]. Thus, the rapid tumor vasculature construction well adopted CD34^+^ budding endothelial cells leading to swift extension of the existing liver vessels into and around the growing tumor [30]. Moreover, we showed the compensatory endothelial-free tubules with single positive PAS staining indication of vascular mimicry (VM) mechanisms of either tumor cells or F4/80^+^ TAMs, thereby providing an alternative perfusion pathway for CRLM progression [13, 14].

Macrophages are capable of sensing the tissue environment, responding to the needs, and actively maintaining organ function [34]. In early human embryos, tissue macrophages promote tissue regeneration prior to the development of blood vessels [35]. Studies showed macrophages in the perivascular (PV) niche of tumors regulate tumor angiogenesis via direct contact with endothelial cells or pericytes and can form primitive, non-endothelial VM channels in tumor models in vivo [22, 36]. We confirmed F4/80^+^ TAMs as PV-TAMs by spatial and temporal measurement and as unique angiogenic promotors on the endothelial cells in vivo and in vitro. Intensive accumulation of F4/80^+^ macrophages in situ indicating that these TAMs may be highly linked to Kupffer cells and function [37]. Recent data indicated that recruited monocytes, monocyte-derived and resident macrophages may all proliferate in situ to control relevant cell numbers within the tissue [35]; our data on varied stages of CRLM showed that the recruited macrophages may gain F4/80 expression within CRLM, replenishing the pool of Kupffer cells on turning into tumor-promoting TAMs [24, 37]. These facts implied that certain mechanisms may be necessary to unify the recruited monocyte/macrophages to Kupffer cell properties, and the total number of macrophages to coordinate the process of CRLM growth and/or tissue regeneration [30, 34]. We further proved that such a program of monocyte/macrophage diversion to Kupffer-like cells was essential to CRLM progression. Consistent with the diverting effect on macrophage polarization in a breast cancer model in vivo [29], we showed that the treatment of TMP195, a selective class IIa histone deacetylase (HDAC) inhibitor, resulted in an increased number of CD11b^+^ macrophages within CRLM, as well as decreased PV F4/80^+^ TAMs and tumor vessel corruption. Furthermore, effective Kupffer cell depletion with Clodronate liposome (CL) resulted in greatly decreased CRLM growth. Together, these data reflect systemic support and local permission on CRLM growth. Nonetheless, however, recent studies show that, in addition to PV TAMs, neutrophils were also proangiogenic [38, 39] and may have supported metastatic seeding [40, 41] in certain tumor models. We also observed infiltration of myeloid dendritic cells, and CD4^+^ and CD8^+^ T cells into the liver during CRLM progression. 

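In the tissue libraries, hand-written marker lists of these cells were higher in Ht than in con, but the camera test did not set them apart from other genes. The dendritic cell list (Itgax, Flt3, Xcr1, Clec9a, Cd209a and Zbtb46) had a median log2 fold change of 0.86 with 6 of 6 genes higher (adjusted p = 0.304 by camera). Its score was 1.51 ± 0.33 in con, 1.90 in the single library of L-con, 2.50 ± 0.29 in Lt, 2.66 ± 0.11 in Mt3, 2.62 ± 0.19 in Mt2, 2.49 ± 0.20 in Mt1 and 2.34 ± 0.003 in Ht (SD, n = 2 for each group but L-con). Without the expression filter the median was 0.98, and there and in a rotation test of the same list (fry) the list passed the threshold of 0.05 before adjustment. The CD4 T cell list (Cd4, Cd3d, Cd3e and Cd3g) had a median log2 fold change of 1.00 with 4 of 4 genes higher (adjusted p = 0.399 by camera), and the CD8 T cell list (Cd8a, Cd8b1, Gzmk and Gzmb) one of 1.76 with 4 of 4 higher (adjusted p = 0.389 by camera). The change from con to Lt was tested only after the data were seen, and the dendritic list then had a median log2 fold change of 1.52 with 5 of 6 genes higher and a camera p of 0.0437 before adjustment; over the alternatives this p ran from 0.0035 to 0.776. The CD4 and CD8 lists had medians of 1.14 and 1.05 from con to Lt, with 4 of 4 and 3 of 4 genes higher and a camera p of 0.233 and 0.63. Cd4 (chromosome 6 from 124864692 to 124888221) was at 1.44 ± 0.54 CPM in con, 4.20 ± 1.48 in Lt, 4.64 ± 1.07 in Mt3, 3.73 ± 0.26 in Mt2, 4.16 ± 1.78 in Mt1 and 2.62 ± 0.41 in Ht (SD, n = 2 each), and at 2.39 CPM in the single L-con library. Its log2 fold change was 1.54 from con to Lt (standard error 0.45, adjusted p = 0.0514) and 0.86 from con to Ht (standard error 0.44, adjusted p = 0.115), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was called higher from con to Lt with DESeq2, with edgeR without the expression filter and with the replicate number as a block (adjusted p = 0.0199, 0.0101 and 0.0345), and the adjusted p was at most 0.0885 under the other alternatives that keep all libraries. Cd8a (chromosome 6 from 71373427 to 71379173) was at 2.08 ± 2.70 CPM in con, 3.03 ± 3.58 in Lt and 6.30 ± 3.90 in Ht (SD, n = 2 each), with overlapping libraries and a log2 fold change of 1.60 from con to Ht (standard error 1.21, adjusted p = 0.267 from the same edgeR test). From con to Ht, Cd8a was called higher without the expression filter (log2 fold change 1.73, adjusted p = 2.06e-04 from the same edgeR test). With each library left out in turn, the log2 fold change of Cd8a from con to Ht ran from 0.65 to 5.19. With total-count scaling, under which the median of all genes was 1.27 from con to Ht, Cd4 passed the threshold at 2.04, but relative to that median it was at 0.76, against 0.77 with TMM. Both genes lie only a few CPM above the floor. The scores of the 3 lists did not overlap between con and Ht, with 2 samples in each group.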

Further elucidation of the mechanisms of differential myeloid infiltrations is highly warranted.

In summary, the tumor microenvironment TAMs were derived from macrophage transformation in situ, determined by cells in the local liver microenvironment, and dynamically supplemented by systemic myeloid cells. As a typical example, the CRLM growth is the result of cooperation between local organs and integrated body environment and purposes. How to break the integrated network and reverse the determined tumor growth requires an in-depth understanding of its operating mechanisms and vital points in vivo, which has been partially explained by our data. However, our presented results may only reflect model-specific dynamics and spatial–temporal changes, as liver metastases may grow randomly among varied liver lobules and lobes [1]. Nonetheless, our results imply that a profound understanding of dynamic mechanisms of the tumor microenvironment in disease models may accelerate target discovery that just reverses tumor-promoting entities and effective combination therapies for patients with CRLM.

## Materials and methods

### Cells and animals

Mc38 colorectal cancer cell line was derived from C57BL/6 murine colon adenocarcinoma cells and originally granted from Dr. Shoshana Yakar (New York University) [42] were cultured at 37 °C and 5% CO_2_ in Dulbecco’s modified Eagle’s medium (Hyclone) supplemented with 10% fetal bovine serum (Gibco). The mouse lymph node endothelial cells SVEC4-10 cells (Beijing Zhongyuan Limited, China) were cultured under the same condition. The female C57BL/6 mice, 6–8 weeks (Changsheng Biological Technology Co. Ltd.) were maintained under specific pathogen-free (SPF) conditions. The mouse experiments were approved by the Institutional Animal Care and Use Committees (IACUC) of the Southern University of Science and Technology (No. SUSTC-JY2020093).

### Liver metastasis mouse model in C57BL/6 mice

The mouse liver metastasis model was established via splenic injection of syngeneic Mc38 cells following previous methods as indicated in Fig. 1A [43]. The mice were sacrificed on varied days post injection (dpi) to collect either liver samples or tumor biopsies for further analysis. For hematoxylin and eosin (H&E) staining and tumor sizes in the liver, the mouse body weights were recorded every second day; tumor diameters (*r*) were analyzed by the magnification of relevant H&E-staining images, and matching volumes of the liver metastases were calculated by 4*3.14*r^3^/3.

### H&E, immunohistochemical (IHC) and immunofluorescent (IF) analysis

The collected tissues were fixed, and H&E, IHC, and IF assays were performed by standard procedures (Solarbio), with either a primary antibody (Supplementary Table 1) or the antibody dilution buffer as negative controls. The IHC and H &E samples were analyzed with a Nikon DS-Fi1 microscope; A fluorescence microscope (Nikon 80i) was used to analyze IF images. To quantify the marker-positive cells, three independent fields of the sections were calculated. At least 300 total cells and the positive-staining cells were counted, and the data were reported as percent cells positive for the marker.

### Three-dimensional reconstruction of IHC serial sections

The biopsy of 14 dpi CRLM in the IHC serial section include 100 consecutive slides, 25 of which were scanned into images on TissueFAXS Imaging Software (TissueGnostics, China) and then using Imaris software (Bitplane) to reconstruct the serial images into a short 3-D video (Supplementary Fig. 2A).

### Periodic acid-schiff (PAS) staining and Gomori’s Trichome staining

For PAS staining, the slide sections were treated with periodic acid (Solarbio) before being stained with Schiff’s reagent (Solarbio). For Gomori’s Trichome staining, apply warmed Bouin’s fluid, then Hematoxylin and Weigert’s Iron mixture, Gomori Trichrome Stain solution (ScyTek Laboratories), before differentiating with acetic acid solution and allow further dehydration.

### Co-culture experiments in vitro

Bone marrow-derived monocytes were prepared by flushing the mouse femurs and tibias with PBS with 2% fetal calf serum, plated on a Petri dish, and collected unattached cells post 24 h extraction. Co-cultured the cells with/out tumor cell-conditioned medium (TCM, the cell supernatant from cultured Mc38 cells) for 7 days before harvesting the cells for flow cytometry.

F4/80^+^ cells were extracted from the medium-sized CRLM by microbeads and MS column (130-110-443 and 130-042-201, Miltenyi Biotech) and co-cultured with SVEC4-10 cells with/out TCM for 72 h. The endothelial cells were collected after removing F4/80^+^ cells with microbeads and prepared for RT-PCR analysis.

### Tissue sample preparation for flow cytometry and analysis

Liver biopsy samples with/out varied metastases were prepared for flow cytometry and bulk RNA-Sequencing. Briefly, each tissue sample of ~1 cm^3^ (Volume = length*width*height/2) was used. These samples were tumor-centric and included liver metastases with increasing volumes of the tumor, besides the liver tissue to reflect tumor microenvironment at varied stages of the disease, i.e., low-content tumor (Lt), medium-content (Mt3, Mt2, Mt1), and high-content tumor (Ht) samples which contained more than 90% tumor. Two types of control samples including the tumor-free liver tissue of the 12-dpi mouse liver (L-con), and the control liver tissue. Two livers were prepared for each group except L-con (Fig. 4A). Hepatic mononuclear cell suspensions were prepared from these tissue samples. The cells were stained with the fluorochrome-conjugated antibody for 30 min at 4 °C in the dark and resuspended in FACS buffer before being analyzed in BD FACSCanto SORP.

### RNA-Sequencing samples and data analysis with ImmuCC, mMCP-counter, GO enrichment, Heatmap, and GSEA

A set of aliquot samples (about 0.25 cm^3^) as shown in Fig. 4A were used for bulk RNA-Sequencing, Ht1 and Ht3 were made identical among 14 samples (Novogene, www.novogene.com). F4/80^+^ cells and CD11b^+^ cells were selected from medium-sized CRLM (Mt2) with microbeads and MS column (130-110-443, 130-049-601 and 130-042-201, Miltenyi Biotech) before being prepared for RNA-sequencing.

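FPKM values were computed from the deposited counts and the gene lengths in the same table, and replicates were compared by the squared Pearson correlation (R2) of log2(FPKM + 1) across genes, which are not independent of each other. Over the tissue groups and the sorted cells, the lowest R2 between biological replicates was 0.937, between the 2 libraries of Mt2. The values were 0.978 for con, 0.973 for Lt, 0.975 for Mt3 and 0.963 for Mt1. The 3 pairs of F4/80+TAM libraries lay between 0.981 and 0.986, and those of CD11b+TAM between 0.952 and 0.985. For Ht_1 and Ht_3 the R2 was 0.982, against 0.982 for Ht_1 and Ht_2 and 0.987 for Ht_2 and Ht_3. The scale moved these values: on FPKM without a logarithm the lowest R2 between biological replicates was 0.665 and that of Ht_1 and Ht_3 was 0.539.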

The resulted RNA-sequencing data clean reads >95%, Q30 > 90%, and error rate <0.05%; Square of Pearson correlation coefficient (*R*^2^) between the biological replicates was >0.89; *R*^2^ of the identical samples (Ht-1 and Ht-3) was >0.98. 

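Principal components were computed from log2 CPM of the 1000 most variable genes in the 14 tissue libraries. The first component carried 81.2% of the variance and ran from con, at -92.1 and -100 units, to Ht, at 90.8 to 101 units. The second component carried 13.7%, with con and Ht at its upper end (44.8 and 45.1, and 22.2 to 27.4) and Lt, Mt3 and Mt2 below. Along the first component the libraries of Lt lay at -40.9 and -18.1, of Mt3 at -29.6 and -22.7, of Mt2 at -12.1 and 41.0, and of Mt1 at 11.0 and 42.6, so the libraries of Mt3 lay between those of Lt. With Ht_1 and Ht_3 summed to 1 sample, the nearest sample by correlation was a replicate of the same group for 4 of the 12 samples that had one, the 2 of con and the 2 of Ht. The paper's grouping takes Mt3, Mt2 and Mt1 together as Mt. Taken so, only the libraries of Lt and the second of Mt3 were nearest to a sample of another group, each to the other of Lt and Mt3. Hierarchical clustering by average linkage on 1 minus the correlation, divided into 5 clusters, placed the libraries of con together with L-con, those of Lt and Mt3 together with the first of Mt2, and the 3 of Ht alone. The second libraries of Mt2 and Mt1 formed a cluster, and the first library of Mt1 stood by itself. Divided into 3 clusters, both libraries of Mt1 fell with Ht and the second of Mt2. The second libraries of Mt2 and Mt1 were each other's nearest.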

The hierarchical clustering and principal component analysis (PCA) showed that the biological duplicated samples were clustered together but all grouped into con, L-con, Lt, Mt, and Ht accordingly.

The FPKM files were extracted from all RNA-Seq data and uploaded to ImmuCC web server [27], or mMCP-counter (http://134.157.229.105:3838/webMCP/) to estimate the abundance of tumor-infiltrating immune cells. For Gene Ontology (GO) enrichment analysis, we performed a differential gene expression of two adjacent samples using the edgeR R package (3.22.5), padj ≤ 0.05 and |log2 (fold change)| ≥ 1 as the threshold and GO enrichment analysis by the cluster Profiler R package (3.8.1). Biological process (BP) GO terms with corrected *p* value < 0.05 were considered significant. The heatmap plot was generated using the R pheatmap package; the angiogenesis-related gene sets were taken from the MSigDB and Gene ontology (GO) databases. The up-regulated and down-regulated differentially expressed genes (DEGs) between RNA-seq data of F4/80^+^ cells and CD11b^+^ cells were further applied to gene set enrichment analysis (GSEA) analysis.

### Macrophage depletion and modulation of macrophage polarization in vivo

The mouse was randomized before treatment so that each group had animals of similar weight and age; no blinding was done. For depletion of macrophages in vivo, Clodronate liposomes (CL, Liposoma BV) or PBS liposomes (200 μl/mouse) were injected intraperitoneally at 7, 9, and 11 dpi of the CRLM. For modulation of macrophage polarization in vivo, a class IIa Histone deacetylase (HDAC) inhibitor, TMP195 (MedChemExpress), or the solvent DMSO was injected intraperitoneally. The mice were treated with either solvent or TMP195 of 50 mg/kg daily from 7 to 12 dpi before all biopsies were collected at 14 dpi.

### Transmission electron microscopy

The samples of the liver metastases were prepared as 1 mm^3^ samples before embedded in Araldite. The sections were observed under a transmission electron microscope (H-765, Hitachi).

### Statistical analysis

Data were presented as mean ± SD and analyzed with the unpaired, two-tailed Student’s *t*-test. Statistical analysis was performed on the Prism 7.0 software (GraphPad), and *p* < 0.05 was considered significant.

## Supplementary information

A reproducibility checklist

Supplementary Figure 1

Supplementary Figure 1

Supplementary Figure2A

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Table 1

Supplementary Figures Legends

The supplementary data summary

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files, further inquiries can be directed to the corresponding author HR. RNA-Sequencing data were deposited at the GEO database: accession number GSE206211.

# Supplementary material for: Dynamic differentiation of F4/80+ tumor-associated macrophage and its role in tumor vascularization in a syngeneic mouse model of colorectal liver metastasis
**Source:** Cell Death Dis. 2023 Feb 13;14(2):117. doi: 10.1038/s41419-023-05626-1
**Supplement:** Supplementary file 11 — Supplementary Table 1

| Antibody | Cat. | Company | Application | Dilution Used |
| --- | --- | --- | --- | --- |
| rabbit anti-GFP | ab183735 | Abcam | IHC | 1:200 |
| rabbit anti-S100a4 | ab197896 | Abcam | IHC | 1:1000 |
| rabbit anti-CD34 | ab81289 | Abcam | IHC/IF | 1:1000 |
| rabbit anti-F4/80 | ab111101 | Abcam | IHC | 1:200 |
| rabbit anti-S100 | ab183979 | Abcam | IHC | 1:1500 |
| mouse anti-S100a9 | ab22506 | Abcam | IHC/IF | 1:1000 |
| rabbit anti-Lyve1 | ab33682 | Abcam | IHC | 1:300 |
| mouse anti-CD68 | ab955 | Abcam | IHC/IF | 1:200 |
| mouse anti-CD206 | ab64693 | Abcam | IHC/IF | 1:2500 |
| rabbit anti-iNOS | ab15323 | Abcam | IHC | 1:100 |
| rabbit anti-CD146 | ab75769 | Abcam | IHC | 1:300 |
| rabbit anti-CD31 | ab28364 | Abcam | IHC | 1:200 |
| rabbit anti-CD11b | ab133357 | Abcam | IHC | 1:4000 |
| anti-mouse CD45-FITC | 103108 | BioLegend | FC | 1:200 |
| anti-human and mouse CD11b-PE | 130-113-235 | Miltenyi | FC | 1:50 |
| anti-mouse/human CD11b-APC/Fire™ 750 | 101262 | BioLegend | FC | 1:100 |
| anti-mouse F4/80-FITC | 130-117-509 | Miltenyi | FC | 1:50 |
| anti-mouse F4/80-Alexa Fluor® 647 | 123122 | BioLegend | FC | 1:200 |
| anti-mouse CD86-Percap | 105026 | BioLegend | FC | 1:100 |
| anti-mouse CD206-APC | 141708 | BioLegend | FC | 1:50 |
| anti-mouse Ly-6C-Brilliant Violet 42™ | 128032 | BioLegend | FC | 1:100 |

**Supplementary Table 1: Antibodies table**

IHC – Immunohistochemical

IF – ImmunoFluorescence

FC – Flow Cytometry

# Supplementary material for: Dynamic differentiation of F4/80+ tumor-associated macrophage and its role in tumor vascularization in a syngeneic mouse model of colorectal liver metastasis
**Source:** Cell Death Dis. 2023 Feb 13;14(2):117. doi: 10.1038/s41419-023-05626-1
**Supplement:** Supplementary file 12 — Supplementary Figures Legends

Supplementary Material

# Supplementary Figures Legends

**Supplementary Fig 1.** **CD34^+^ neovascularization played an important role in CRLM vasculature formation and growth. (A)** Functional transitions in CRLM progression by GO enrichment analysis. Bulk RNA-Sequencing data were from aliquots of serial samples as shown in Fig. 4A. Top 6 significant GO terms (Biological Processes, BP) from GO enrichment analysis on the deferentially expressed genes (DEGs) between the neighboring samples were shown (arrows). *The red letters indicated most of the DEGs associated with these GO terms were up-regulated genes, whereas the blue letters involved down-regulated genes. The grey bars indicated the varied adjusted *p* values. The results reflected dynamic liver environment alterations and gradual liver function decline with CRLM growth. (**B**) The IHC serial sections with anti-CD31, -GFP and -CD34 antibodies on varied CRLM. CD34^+^ staining was accompanied with that of GFP^+^ during CRLM growth. CD34^+^ vascular proliferation was initiated from innate liver vessels and appeared even before GFP^+^ tumor cells colonization indicating liver preparation for Mc38 cell colonization and growth. CD31-positive staining was shown along the wall of innate liver vessels but few within the liver metastases. (**C**) The IHC serial sections with anti-CD146, -GFP and -CD34 antibodies on varied CRLM showed GFP^+^ and CD34^+^ staining in relevant to CD146^+^ staining. CD146-positive staining was shown on blood vessels around the tumors and a few within the metastases. *The red triangles indicated the lumen space of part of the innate liver vessels. These data were from repeated IHC experiments at least 3 times.

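The comparisons of neighboring samples were repeated from the deposited counts with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment; GO terms were not computed here. From con to Lt, 2177 genes were called changed, 2133 higher and 44 lower. The number of lower genes depended on the setting: a fit of only the con and Lt libraries called 1767 higher and 303 lower, edgeR without an expression filter 2769 and 377, and DESeq2 2364 and 166. With at least 10 counts in every library there were 1132 higher and 22 lower. Stra6, Flnc and Grem1 had 0 counts in con and were at least 176-fold, 162-fold and 125-fold higher in Lt. These bounds are for the Lt means. The Lt libraries were at 24.58 and 68.67 CPM for Stra6, 24.15 and 61.68 for Flnc, and 21.86 and 44.4 for Grem1. The largest decreases were those of Gm13340, a pseudogene that can share reads with its parent gene, Fam13a and Gm11361, with log2 fold changes of -2.90, -2.58 and -2.28 (standard errors 0.76, 0.54 and 0.61). With the replicate number as a block, 2337 genes were called, and 1956 with the numbers exchanged. From Lt to Mt3 0 genes were called changed, while 291 had an unadjusted p under 0.05 against 859 expected by chance. Mt3 and Mt2 also differed in 0 called genes, with 2257 at an unadjusted p under 0.05. Between Mt2 and Mt1 the numbers were 0 and 305. With the replicate number as a block these 3 comparisons stayed at 0 genes, and same-numbered samples had correlations of 0.206 for Lt and Mt3, 0.283 for Mt3 and Mt2, and 0.565 for Mt2 and Mt1. Without an expression filter edgeR called 18 higher and 26 lower from Lt to Mt3. From Mt3 to Mt2 it then called 525 and 599, and from Mt2 to Mt1 46 and 110. DESeq2 called 1 lower from Lt to Mt3, 4 higher and 5 lower from Mt3 to Mt2, and 3 higher from Mt2 to Mt1. From Mt1 to Ht 617 genes were called changed, 1 higher and 616 lower, and 613 of them were also called from Mt to Ht. Same-numbered samples of Mt1 and Ht had a correlation of -0.249; the replicate block gave 967 genes and the exchanged numbers 1342. A fit of only the Mt1 and Ht libraries called 6 genes, DESeq2 1637 and edgeR without an expression filter 2000. Of the liver metabolism genes, 81 were called lower from Mt1 to Ht.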

**Supplemental Fig 2. F4/80 expression was accompanied with dynamic CRLM growth. (A)** The liver metastases grown on a liver vessel in 3-D with an anti-CD34 antibody staining by IHC. Three-dimensional reconstruction on 25 of the serial section micrographs of the 14-dpi CRLM as indicated in Materials and methods. A total of one hundred slides each of 5 µm serial sections were made from a 14- dpi CRLM. **(B)** Dynamic staining of F4/80^+^ macrophages in CRLM. The IHC staining showing F4/80^+^ Kupffer cells in normal liver (the top channel) and dynamic changes of F4/80^+^ macrophages within CRLM. At 7 dpi, F4/80-positive staining accumulated around the liver vessels and showed tubular expression patterns; at 11 dpi, F4/80+ macrophages infiltrated into the liver metastases, some of the staining around the border and showed tubular expression pattern; At 14 dpi, intensive F4/80^+^ staining within liver metastases and around the tumor mass. *Note the staining patterns were different between the tissue within tumor mass showing a light and diffusive brown staining, and the tissue in the liver or outside the tumor as dark brown dotted staining.

**Supplemental Fig 3. Dynamic F4/80+ vs CD11b+ expression within CRLM.** The IHC serial sections with anti-CD11b and anti-F4/80 antibodies on varied stages of CRLM indicated F4/80^+^ not CD11b^+^ staining showed typical tubular-like patterns.

**Supplemental Fig 4. Depletion of macrophages inhibited CRLM growth.** (**A**) IHC on CD68^+^ macrophages and the quantification of macrophage depletion in the liver before and after treatment with Clodronate Liposomes (CL) in mice. (**B**) The CL treatment regimen in CRLM. (**C**) CRLM at 14 dpi with/without CL treatment. *CL (NS) indicated the treatment was resistant and not significant. **(D)** H&E staining showed large necrotic areas in CRLM at 14 dpi in CL-treated liver biopsies as compared with the control and CL(NS). *** *p*< 0.001; ns, not significant.

**Supplemental Fig 5. CL treatment disturbed CRLM vasculature and affected the expression of macrophage-related markers.** (**A**) IHC staining with anti-F4/80, anti-CD146 and anti-CD34 antibodies in CL-treated, control and CL(NS) liver biopsies and respective quantifications of positive staining cells per HPF in (**B**). **p*< 0.05; ****p*< 0.001 (**C**) Immunofluorescent staining with anti-CD68, anti-S100a9, and anti-CD206 antibodies (red fluorescence) in CL-treated and control liver biopsies and respective quantification of positive staining cells per HPF in (**D**). **p*< 0.05; ***p*< 0.01; ****p*< 0.001

**Supplemental Fig 6. TMP195 treatment modulated macrophages towards a M1-like phenotype and disturbed tumor vascularization within CRLM.** (**A**) IHC staining on the M2-like macrophage marker CD206, M1-like marker iNOS, and the endothelial markers CD31 and CD146 in TMP195 treated/untreated CRLM; and the respective quantifications of positive staining cells per HPF in **(B)**. ***p*< 0.01; ****p*< 0.001

**Supplemental Fig 7. TMP195 treatment decreased the expression of F4/80 but increased that of CD11b within CRLM.** (**A**) IHC staining with anti-CD11b antibody showed a significant increase in CD11b^+^ expression in TMP195 treated CRLM as compared to control mice. (**B**) IHC staining with anti-F4/80 antibodies decreased F4/80^+^ expression in TMP195 treated CRLM. Quantification of positive staining cells per HPF on CD11b staining in (**C**) and F4/80 staining in (**D**) in TMP195 treated and untreated CRLM. **p*< 0.05; ***p*< 0.01

# Supplementary material for: Dynamic differentiation of F4/80+ tumor-associated macrophage and its role in tumor vascularization in a syngeneic mouse model of colorectal liver metastasis
**Source:** Cell Death Dis. 2023 Feb 13;14(2):117. doi: 10.1038/s41419-023-05626-1
**Supplement:** Supplementary file 13 — The supplementary data summary

The supplementary materials provided further data on the dynamics of F4/80+Kupffers cells，CD11b+monocytes of liver infiltration and tumor vasculatures in the mouse model of colorectal liver metastasis in vivo mainly by serial sections of Immunohistochemistry; data series on the experiments of targeted depletion of macrophages in the model, etc.

How the deposited data were processed for this re-analysis (not part of the article)

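Gene expression was measured by bulk RNA-Sequencing in 14 libraries of the tumor-centric tissue series (con, L-con, Lt, Mt3, Mt2, Mt1 and Ht) and in 6 libraries of cells sorted from Mt2 metastases with F4/80 or CD11b microbeads. The authors deposited, for each library, the number of reads counted on each gene, as raw counts without normalization or filtering, in a table of the tissue libraries and a table of the sorted cells; replicates were not pooled. Each table lists 54532 genes with Ensembl identifiers, names, lengths and positions, which match GRCm38. The authors' aligner, counter and annotation are not named in the paper's text. Every column of per-sample values was matched to its sample by the code in its name, and 0 such columns were left unmapped.

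The tissue libraries held from 16032085 to 18246623 counts (median 16961027) and the sorted-cell libraries from 17785496 to 20548370 (median 18097653). At these depths 3 counts, the floor used here, correspond to 0.146 to 0.187 CPM. Floors cover counting error only, since reads carried no molecular identifiers.

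Groups and replicate numbers were taken from the sample labels and the Methods. The labels give male and the paper gives female mice for the tissue series. Ht_1 and Ht_3, which the Methods describe as made identical, were summed to 1 sample in every fit, so Ht had 2 samples. L-con, with 1 library, entered the fits but was described without a test.

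Tests were made in R 4.3.3 with edgeR 4.0.16. Counts were scaled by TMM, genes were filtered by filterByExpr on the groups, and groups were compared by edgeR's quasi-likelihood F test with Benjamini-Hochberg adjustment. A gene was called changed at an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, the threshold the paper states. The tissue fit held 13 libraries in 7 groups, the fit of the sorted cells 6 libraries, and the joint fit 19 libraries in 9 groups. Standard errors of log2 fold changes were derived from the F statistic. CPM values are TMM-normalized, and their SD is over the samples of a group. Lists of genes were tested by camera of limma 3.58.1 with an inter-gene correlation of 0.01, two-sided, with Benjamini-Hochberg adjustment over the 13 planned list tests. Tests of the dendritic, CD4 and CD8 lists from con to Lt were added after the data were seen and stand outside this adjustment. The score of a list was the mean of log2(CPM + 1), with a pseudocount of 1. A fold against a group whose libraries were all at or under 3 counts was computed against that floor and is given as a lower bound.

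The marker, liver metabolism, VEGF receptor signaling and granulocyte chemotaxis lists were written by hand before the data were examined, as were the tests, the alternatives and the rule for naming genes. ImmuCC, mMCP-counter and the GO and MSigDB sets were not used here. The genes of Fig. 5C were read from the figure: 20 of its upper panel and 37 of its lower panel, whose other names could not be read. The genes named are those the paper names, those of Fig. 5C, members of a list where that list is used, and for each comparison the 3 genes with the largest log2 fold change in each direction among those called whose groups do not overlap and whose mean log2 CPM is at least 1. Which members of these lists to describe was chosen after their values were seen. A list of 20 immediate-early and heat-shock genes was added after the data were seen.

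Each kind of comparison was tested on simulated data with 200 genes changed by known amounts. Counts were drawn from the real library sizes and each gene's average share over all groups, so no other difference between groups was simulated. The changed genes were picked among well-expressed genes, and every change was larger than the fold change threshold. The share of changed genes recovered was 71.5% for 2 tissue samples against 2 over 16484 genes tested, 91.5% for Mt to Ht over 16495, 94.5% for the sorted populations over 14032 and 94% for sorted cells against tissue over 17250, with 10, 4, 15 and 3 genes called wrongly.

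The alternatives were DESeq2 1.42.0 in place of edgeR, a minimum of 10 counts in every library and no filter, no threshold on the fold change, a fit of only the groups compared, Mt as a single group, Ht as 3 libraries or without Ht_3, the replicate number as a block, the fry rotation test and preranked GSEA by fgsea 1.28.0 with 1000 permutations in place of camera, and leaving out each replicate in turn. Total-count scaling and the block with exchanged replicate numbers were added after the data were seen. The pairing comes from the replicate numbers in the sample labels; the paper does not say that same-numbered samples belong together, so the main fits carry no block, and the numbers were checked by the correlation of same-numbered samples' deviations from their group means. FPKM was computed from the counts and the deposited gene lengths, and R2 between replicates was taken on log2(FPKM + 1). Figures were drawn in matplotlib.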

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

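The tests of depth, of loss of the Y chromosome, of a mislabelled sample, of carried-over cells and of other splits of the libraries for the Kupffer cell markers, and of the immediate-early genes were chosen only after these results were seen; the test of the sex of the mice was set earlier.

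The sex-linked genes, which the paper does not discuss, differed between the tissue and the sorted cells. Ddx3y, a Y-linked gene, had a median of 65.2 CPM in the 14 tissue libraries (348 to 1421 counts) and 0 counts in all 6 sorted-cell libraries. Eif2s3y, Kdm5d and Uty were likewise at 129 or more counts in every tissue library and at 0 in every sorted-cell library. Xist, which is expressed from the inactive X chromosome of females, had a median of 1070 CPM in the sorted cells and at most 3 counts in any tissue library. In control livers the lowest value of Ddx3y was 72.0 CPM, which goes with the labels (male) and not with the paper (female), but since labels and paper disagree either outcome would have departed from one of them. A difference in depth does not account for the pattern: at the lowest tissue rate, 373 counts of Ddx3y would be expected in the smallest sorted-cell library. All genes of chromosome Y together had up to 534 counts in a sorted-cell library, so not 0, and at least 1149 in the tissue libraries. A loss of the Y chromosome in the sorted cells does not account for it either, since the lowest Xist value among them was 305.7 CPM. Nor does a single mislabelled sample, since the pattern was found in 6 of 6 sorted-cell libraries and in 0 of 14 tissue libraries. What remains is that the tissue may come from male and the sorted cells from female mice. No biological explanation was tested, and every comparison of sorted cells with tissue carries this difference together with that between the separately deposited tables.

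The Kupffer cell markers (Clec4f, Timd4, Vsig4, Cd5l, Marco and Folr2), which the paper does not examine in the sorted cells, had a median log2 fold change of 3.36 in F4/80+TAM against CD11b+TAM, with 6 of 6 genes higher. Clec4f alone was at 602 ± 470 and 26.9 ± 15.1 CPM (SD, n = 3 each; log2 fold change 4.48, adjusted p = 0.0652 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The list's median lay between 2.67 and 3.67 when each library was left out, and at 3.41 with total-count scaling, with 6 of 6 genes higher in each of these fits. If other liver cells carried over in the F4/80+ fraction were the source, the hepatocyte and endothelial lists would both be higher by at least as much. The larger of their medians was 1.53. Single endothelial genes rose by more, such as Cdh5 (33.4 to 106.8 CPM in F4/80+TAM, 3.95 to 13.2 in CD11b+TAM). Others rose by less, such as Kdr (15.8 to 25.5 and 9.38 to 11.0 CPM). These medians therefore do not exclude RNA of other liver cells. With 3 libraries in each population, 4 splits of the libraries part all same-numbered pairs, and 1 of the 4, the real one, gave a camera p as small for this list; of the other 6 of the 10 splits, which part 1 pair each, 0 did. A share of 1 in 4 is the smallest these splits allow, so they could not have excluded a chance division of the libraries whatever the values. The p was 1.58e-18 for the real split and 1.95e-06 for the next of the 10. A hypothesis is that the F4/80 beads may have collected more resident macrophages than the CD11b beads.

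Immediate-early and heat-shock genes were higher in both sorted populations than in Mt2 tissue. Over the added list of 20 genes the median log2 fold change was 3.19 in F4/80+TAM and 3.25 in CD11b+TAM, with 19 of 20 genes higher in each, and with total-count scaling it was 3.21 and 3.24. The list leaves out Fos, Fosb, Hspa1a, Cxcl2 and Osm, which had been seen among the genes with the largest increases. The macrophage list rose by 3.03 and 3.12 in the same comparisons. The immediate-early medians lie above these, but the margin was not tested and is small, so the rise cannot be told apart from a larger share of macrophages that express these genes. A candidate explanation on the technical side is a response of the cells to tissue dissociation and bead separation; no library of dissociated but unsorted cells was analysed here, so this was not tested.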

How the results depend on the processing

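Total-count scaling, the block with exchanged replicate numbers, the dendritic, CD4 and CD8 lists from con to Lt and the choice of the named genes whose alternatives are counted below came after the data were seen; the other alternatives were set earlier.

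Lists and counts that kept their direction and their side of the threshold under every alternative that keeps all libraries were the liver metabolism genes lower from Mt to Ht (174 to 196 genes; 187 in the fit as reported), the monocyte list from con to Lt (median 4.83 to 5.42), the macrophage list from con to Ht (2.51 to 3.72) and from Lt to Ht (0.97 to 1.84), and, between the sorted populations, the VEGF, chemotaxis, endothelial and neutrophil lists (p at most 0.0133, 0.00533, 0.00868 and 0.00431, each by fry). The macrophage list against Mt2 tissue also kept both, in F4/80+TAM (median 2.97 to 3.05) and in CD11b+TAM (3.01 to 3.17). The monocyte list from Lt to Ht and the CD4 and CD8 lists from con to Ht stayed above the threshold (p from 0.0676 to 0.638, from 0.0513 to 0.595 and from 0.0614 to 0.617). The CD4 and CD8 lists could not be tested with at least 10 counts in every library, which left 1 and 0 genes, from con to Lt as well. These lists stayed above the threshold from con to Lt too (p from 0.0672 to 0.295 and from 0.299 to 0.743).

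Counts of changed genes moved most. With DESeq2 there was 1 gene from Lt to Mt3, 9 from Mt3 to Mt2, 3 from Mt2 to Mt1, 1637 from Mt1 to Ht and 300 between the sorted populations, where 55.7% were lower against 90.9% of the 11 found by edgeR. Without a filter the numbers were 44, 1124, 156, 2000 and 242. With at least 10 counts in every library, con to Lt gave 1154 genes (1132 higher, 22 lower) against 2177 (2133 higher, 44 lower), the sorted populations 5, and the genes of Fig. 5C 8 in F4/80+TAM and 8 in CD11b+TAM against 15 and 14. Also from con to Lt, 3146 genes were called without a filter (2769 higher, 377 lower), 2070 in a fit of only these groups (1767 higher, 303 lower) and 2530 with DESeq2 (2364 higher, 166 lower), so the share of lower genes rose from 2% to 12%, 14.6% and 6.6%. From Mt to Ht, no filter gave 642 higher and 2478 lower against 257 and 2306. Total-count scaling gave 4360 genes from Mt to Ht, of which 40.7% were lower against 90% of 2563, 999 from Mt1 to Ht against 617, and 6 between the sorted populations; it shifted the median of all genes to 0.55 from Mt to Ht, 0.40 from con to Lt, 0.42 from Mt3 to Mt2, 0.32 from Mt1 to Ht, 0.87 from Lt to Ht and 1.27 from con to Ht. Relative to these medians the macrophage list was at 2.44 from con to Ht and 0.97 from Lt to Ht. No threshold on the fold change gave 3888 genes from Mt to Ht. For Mt1 to Ht, Ht as 3 libraries gave 1487 genes, a fit of only these groups 6, the replicate block 967 and the exchanged numbers 1342. The block gave 78 genes between the sorted populations. The cause was not tested in any of these cases. The dendritic cell list passed the threshold from con to Ht without a filter (0.98) and by fry (0.86), where the unadjusted p fell to 0.0343 and 0.00616; over all alternatives that keep every library it ran from 0.00616 to 0.443. This list also passed from con to Lt, with a median of 1.52 and a camera p of 0.0437 before adjustment, but not with the replicate block (1.55, camera p of 0.0698), in a fit of only these groups (1.48, 0.0828) or with at least 10 counts in every library (0.42, 0.776). The lowest R2 between biological replicates was 0.665 on FPKM without a logarithm and 0.828 over genes with FPKM above 1; that of Ht_1 and Ht_3 was 0.965 with a pseudocount of 0.1, 0.539 without a logarithm and 0.946 over genes with FPKM above 1.

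For the count of changed genes from Mt to Ht only the Mt libraries were left out in turn, which gave from 1858 to 3549. With each replicate left out in turn, the sorted populations gave from 0 to 136 changed genes (3 of these 6 fits called 0 genes, with 844 to 1914 genes at an unadjusted p under 0.05). The median of the monocyte list ranged from 4.05 to 5.65 from con to Lt and from 0.03 to 1.40 from Lt to Ht. From con to Ht the CD4 list ranged from 0.82 to 2.96, the CD8 list from 0.81 to 5.33 and the dendritic list from 0.79 to 1.52; from con to Lt they ranged from 0.588 to 2.66, from -0.704 to 4.44 and from 1.158 to 1.855. Against Mt2 tissue the macrophage list ranged from 2.70 to 3.52 in F4/80+TAM and from 2.79 to 3.61 in CD11b+TAM. Between the sorted populations the VEGF list ranged from 0.10 to 0.235 and the chemotaxis list from -0.365 to -0.129. The endothelial list there ranged from 1.13 to 1.81 and the neutrophil list from -5.95 to -2.72. Counts of genes between groups of 2 libraries were not recomputed this way, since 1 library would remain.

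For con and Ht, Lt and Ht, the sorted populations, and sorted cells against tissue, same-numbered samples had correlations of -0.082, -0.052, -0.059 and between -0.065 and 0.082. With the replicate number as a block, the macrophage list was at 2.51 from con to Ht and 0.99 from Lt to Ht, the monocyte list at 0.74 from Lt to Ht, the CD4, CD8 and dendritic lists at 1.01, 1.43 and 0.86, the VEGF and chemotaxis lists at 0.16 and -0.21, the endothelial and neutrophil lists at 1.46 and -4.50, the macrophage list against Mt2 tissue at 2.97 and 3.05, and the genes of Fig. 5C at 14 and 14.

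Among 42 results of single named genes, 500 of 537 alternatives kept direction and side of the threshold or, without a test, moved by less than the spread between replicates, 24 were weaker, 6 stronger and 5 moved. Where a test could be made, the direction reversed in 2 cases, both for Vegfa in CD11b+TAM against CRLM tissue, which was -0.08 in the fit as reported, 0.13 with the replicate block and 0.039 without CD11b+TAM replicate 3, in a range from -0.203 to 0.039 over the fits that each left out a library; the adjusted p ran from 0.502 to 0.946 over the alternatives that keep all libraries. In F4/80+TAM against CRLM tissue, Vegfa stayed under the fold change threshold, with an adjusted p of 0.00855 under the replicate block and from 0.00855 to 0.132 over these alternatives (edgeR or DESeq2 with Benjamini-Hochberg adjustment). Over the fits that each left out a library, its log2 fold change there ran from 0.058 to 0.677. Between the sorted populations that of Vegfa ran from 0.084 to 0.666. In fits that left 1 library in a group, and so had no test, the sign changed for Cd8a from con to Lt (0.571 in the fit as reported, -0.396 without con replicate 2 and -2.02 without Lt replicate 2) and for Ly6c2 from Lt to Ht (-0.98, and 0.118 without Lt replicate 2). Of the calls lost, those of Kcna2, G0s2, Hdc and 4833407H14Rik between the sorted populations were lost in 3 or 4 of the 6 fits that each left out a library, with adjusted p up to 0.194 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and that of Hdc also with total-count scaling (0.0503). From Mt to Ht, Cyp2b10 lost its call in 4 of the 6 fits that each left out an Mt library (adjusted p up to 0.189 from the same edgeR test) and in 3 of the 8 other alternatives (Ht_3 left out, only the groups compared and Mt as 1 group, up to 0.0675), and Fcrls lost its call with Mt as 1 group (0.0551). From con to Ht, Cd8a gained a call without a filter and Cd4 with total-count scaling, where it was at 0.76 relative to the median of all genes, against 0.77 with TMM. From con to Lt, Cd4 gained one with DESeq2, without a filter and with the replicate block, and from Lt to Ht Adgre1 gained one with total-count scaling, likewise with the shift of all genes (0.76 relative to their median, against 0.79 with TMM).

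Depth limits the T cell and dendritic markers, several of which lie within a few CPM of the floor. The number of samples limits the tissue comparisons of 2 against 2 samples: on simulated data of this kind 71.5% of the changed genes were recovered. For Mt to Ht the share recovered on simulated data was 91.5%. Both shares are for well-expressed genes with changes above the threshold, so they do not hold for markers of low counts or smaller changes.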

Differences from the paper's values

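The values the paper states that could be computed here are R2 between replicates, above 0.89 for the paper's biological replicates and above 0.98 for the paper's identical samples. On log2(FPKM + 1) both values found here, 0.937 and 0.982, lie above these bounds. Of the alternatives set before the data were examined, a pseudocount of 0.1 kept the first at 0.941 but gave 0.965 for the second, FPKM without a logarithm gave 0.665 and 0.539, and genes with FPKM above 1 gave 0.828 and 0.946.

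The paper states that replicate samples clustered together and that the samples fell into con, L-con, Lt, Mt and Ht. Here, with Ht_1 and Ht_3 summed to 1 sample, the nearest sample by correlation was a replicate for 4 of the 12 samples that had one, those of con and Ht, while each library of Lt, Mt3, Mt2 and Mt1 was nearest to a library of another of these groups; with Mt3, Mt2 and Mt1 taken together as Mt, Lt and Mt3 libraries remained nearest to each other in 3 cases. By hierarchical clustering of all 14 libraries, the replicates of con, Lt, Mt3 and Ht each shared a cluster when the tree was divided into 2, 3 or 5 clusters, and those of Mt1 when it was divided into 2 or 3, while those of Mt2 were parted in each case. At 5 clusters, L-con fell with con, and Lt fell with Mt3 and the first library of Mt2.

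The paper shows GO terms for each pair of neighboring samples. Here 0 genes passed the paper's threshold from Lt to Mt3, from Mt3 to Mt2 and from Mt2 to Mt1, with 291, 2257 and 305 genes at an unadjusted p under 0.05. DESeq2 called 1, 9 and 3 genes, and edgeR without a filter called 44, 1124 and 156.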

Other observations

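The tests of the replicate spread in Mt2 and Mt1, of a repeated library and of gene length for Ht_1 and Ht_3, and the splits of the libraries for the gene lists were chosen only after the results were seen; the tests of dilution, of endothelial and neutrophil genes, of a few genes in Ht_1 and Ht_3, and the splits for the counts of genes were set earlier.

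The decrease of liver metabolism genes from Mt to Ht was compared with that of genes of secreted liver proteins. The secreted proteins include apolipoproteins such as Apoa1 and Apob, and the metabolism list includes Apoa5 and Apoc1. The lists are therefore not fully separate in function. If liver RNA is diluted by tumor tissue in the biopsy, both lists should fall by a similar amount. The medians differed by 0.194 on the log2 scale, so the decrease is consistent with a smaller share of liver tissue in Ht, and a lower function of the remaining hepatocytes cannot be told apart from it in these libraries. Relative to the median of all genes, total-count scaling left the metabolism list at -3.75 and the list of secreted proteins at -3.95.

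The libraries of Mt2 and of Mt1 differed widely within each group. Across genes, the log2 ratio of the replicates had a Pearson r of 0.759 in Mt2 and 0.586 in Mt1 with the log2 ratio of con to Ht, genes not being independent replicates. A candidate explanation is that the biopsies held different shares of liver tissue; no biological explanation was tested.

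Ht_1 and Ht_3, which the Methods describe as made identical, had a chi-square of 30.259 per degree of freedom, so they are not one library counted again. Without the 100 genes that contributed most it was 15.701, so the difference is not carried by these genes alone. The log2 ratio of Ht_3 to Ht_1 had a Spearman rho of 0.299 with gene length, just under the 0.3 set for calling length a cause, so a part of length may remain. Rpl41 and Rps27 had 44135 and 19061 counts in Ht_1 against 18360 and 3680 in Ht_3. CT010467.1 and Gm23935 went the other way, with 10508 and 3816 counts in Ht_1 against 45066 and 16819 in Ht_3. These genes were singled out after their values were seen.

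Of the lists higher or lower between the sorted populations, the VEGF list kept a camera p of 0.00113 without its genes shared with the endothelial list, and the chemotaxis list one of 0.00384 without those shared with the neutrophil list. These removals left 56 and 67 of the genes tested, so both tests are weak: they show that the shared genes alone do not carry the result, not that the fractions were free of endothelial cells or granulocytes. The rise of 1.53 of the endothelial list and the decrease of -3.70 of the neutrophil list leave RNA of such cells as a possible explanation.

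The splits of the 6 sorted-cell libraries were counted for the number of changed genes and for the VEGF, chemotaxis, endothelial and neutrophil lists. Of the 4 splits that part all same-numbered pairs, 1, the real split, gave a result as large in each case, and of the 6 other splits, which part fewer pairs, 0 did. The smallest share these splits allow is 1 in 4, so they could not have excluded a chance division for any of these results. The smallest camera p among the 9 other splits was 0.00156 for the VEGF list against 1.18e-04 for the real split, 0.00222 against 5.13e-05 for chemotaxis, 3.45e-10 against 8.24e-18 for the endothelial list and 4.43e-07 against 2.52e-16 for the neutrophil list. For the genes of Fig. 5C, each population was compared with the 10 CRLM tissue libraries in a fit of these 2 groups: 1 of 36 splits gave as many changed genes for F4/80+TAM and 1 of 36 for CD11b+TAM, the real split in each case with 12 and 14 genes. A further 24 splits drawn from the other splits gave 0. These splits go along with the sequencing table and the sex of the mice, so they do not separate the cells from either.

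The Kupffer cell list fell from Mt to Ht, with a median log2 fold change of -2.44 and 6 of 6 genes lower, while the macrophage list rose by 0.70 with 12 of 13 genes higher. With total-count scaling the Kupffer median was -1.82 with 5 of 6 genes lower, and relative to the median of all genes it was -2.37. The 4 Y-linked genes of the list also fell from Mt to Ht, by a median of -1.39 with 4 of 4 lower, and by a median of -1.34 relative to all genes with total-count scaling. The list of secreted liver proteins had a median of -4.05 in the same comparison. A smaller share of liver tissue in Ht is therefore a candidate for both decreases. The paper does not report these values, and no explanation was tested.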
